# Maternal care boosted by paternal imprinting in mammals

**DOI:** 10.1371/journal.pbio.2006599

**Published:** 2018-07-31

**Authors:** H. D. J. Creeth, G. I. McNamara, S. J. Tunster, R. Boque-Sastre, B. Allen, L. Sumption, J. B. Eddy, A. R. Isles, R. M. John

## Abstract

In mammals, mothers are the primary caregiver, programmed, in part, by hormones produced during pregnancy. High-quality maternal care is essential for the survival and lifelong health of offspring. We previously showed that the paternally silenced imprinted gene *pleckstrin homology-like domain family A member 2* (*Phlda2*) functions to negatively regulate a single lineage in the mouse placenta called the spongiotrophoblast, a major source of hormones in pregnancy. Consequently, the offspring’s *Phlda2* gene dosage may influence the quality of care provided by the mother. Here, we show that wild-type (WT) female mice exposed to offspring with three different doses of the maternally expressed *Phlda2* gene—two active alleles, one active allele (the extant state), and loss of function—show changes in the maternal hypothalamus and hippocampus during pregnancy, regions important for maternal-care behaviour. After birth, WT dams exposed in utero to offspring with the highest *Phlda2* dose exhibit decreased nursing and grooming of pups and increased focus on nest building. Conversely, ‘paternalised’ dams, exposed to the lowest *Phlda2* dose, showed increased nurturing of their pups, increased self-directed behaviour, and a decreased focus on nest building, behaviour that was robustly maintained in the absence of genetically modified pups. This work raises the intriguing possibility that imprinting of *Phlda2* contributed to increased maternal care during the evolution of mammals.

## Author summary

Female mammals are primed during pregnancy for their new role as a mother caring for their newborn. Indirect evidence suggests that this behaviour is, in part, instructed by hormones produced by the foetally derived placenta. We previously reported that the Phlda2 gene controls the size of the placental endocrine compartment that produces hormones. Phlda2 is subject to the remarkable epigenetic process called genomic imprinting, in which one parental allele is switched off. In the case of Phlda2, this is the paternal allele. This raises the intriguing possibility that the father’s genome influences the quality of care that offspring receive from their mothers. Here, we show via genetic manipulation of pup embryos that female mice pregnant with pups carrying the highest dose of Phlda2 favour nest building over caring for their young or themselves. In contrast, dams exposed to the lowest Phlda2 dose while pregnant prioritise nurturing and grooming of their young and personal grooming. These changes in maternal focus suggest the possibility that imprinting of Phlda2 contributed to enhanced maternal care in mammals. This study also presents a unique example of how the genetic makeup of offspring can influence maternal behaviour.

## Introduction

High-quality maternal care is vitally important for newborn survival and their behavioural and metabolic health later in life, evidenced by the catastrophic consequences when maternal care is poor or absent [1–3] (S1 Table). Maternal care provision comes at the cost of the mother’s later reproductive fitness, whereas the paternal interest is best served by prolonged care of progeny exclusively by the dam. Imprinted genes, expressed from a single parental allele as a consequence of germline epigenetic events [4], are thought to be a physical embodiment of this conflict between male and female mammals over maternal investment in offspring [5, 6]. Essentially, ‘paternalisation’ (silencing of paternal allele) is proposed to secure higher maternal investment, while ‘maternalisation’ counteracts to protect maternal reproductive fitness [5]. While there are further refinements, alternative hypotheses, and much debate [6–8], most theories are consistent with the existence of imprinted genes that influence maternal care provision. Disruption of the expression of three imprinted genes in the mother (*paternally expressed gene 1* [*Peg1*], *paternally expressed gene 3* [*Peg3*], and *type 3 deiodinase*) results in deficits in maternal care [9–11], and we have recently shown that loss of *Peg3* in the offspring increases maternal anxiety and decreases pup retrieval in wild-type (WT) mothers [12]. However, deficits in maternal care are relatively common and have been reported with a myriad of genetic modifications as well as exposures to adverse environments in pregnancy (S1 Table). In contrast, examples of increased maternal care providing more compelling evidence for a purposeful phenomenon are exceptionally rare and almost invariably involve hormonal manipulations.

The placenta is a foetally derived organ fundamental to pregnancy [13, 14]. A number of hormones produced by, or dependent on, the placenta are implicated in the programming of maternal care during pregnancy [15] (S1 Fig). Placental lactogens, produced by placental endocrine lineages in contact with the maternal circulation [16], are known to accumulate in cerebrospinal fluid during pregnancy [17] and can stimulate maternal behaviour when infused directly into the medial preoptic area in nonpregnant rodents [18]. Placental lactogens are related to the pituitary hormone prolactin required for maternal behaviour [19, 20], and a subset bind and activate the prolactin receptor [21] also required for maternal care [22, 23]. In addition, whereas not all the genes encoding steroidogenic enzymes are expressed in the mature mouse placenta (S1 Fig), lactogenic hormones support the production of oestrogens and progesterone from the corpus luteum in rodents [24], which act in concert in the rapid induction of maternal behaviour at term [25, 26]. Together, these data strongly suggest that placental lactogens have a direct effect on maternal care behaviour. The neurotransmitter serotonin, important in maternal care [27], is manufactured by the placenta, although thought to be directed at the foetal brain [28–31]. There is less evidence that dopamine [32–34], oxytocin [35–37], or vasopressin [38, 39] could be influenced by placental genes (S1 Fig).

Using genetic mouse models, we identified several paternally silenced, maternally expressed imprinted genes that function to restrain the placental lineages that produce hormones thought to be important for maternal care behaviour in mice [40–42]. This led us to hypothesise that the silencing of one or more genes by the paternal genome may have acted to boost maternal care in mammals. The mouse *pleckstrin homology-like domain family A member 2* (*Phlda2*) gene negatively regulates the expansion of a single placental endocrine lineage called the spongiotrophoblast, a lineage that expresses placental lactogens, pregnancy-specific glycoproteins, and a number of other hormones that induce and maintain the physiological adaptations required for a successful pregnancy [16], [41, 43–46]. *Phlda2* is expressed from the maternal allele primarily in the placenta [47, 48] and encodes a pleckstrin homology (PH) domain–only protein [49] that functions to inhibit cell proliferation by repressing AKT activation [50]. Early in mouse placental development, *Phlda2* supresses the proliferation of the spongiotrophoblast [51]. Doubling the *Phlda2* gene dosage (potentially resembling the ancient preimprinted state) by means of a bacterial artificial chromosome (BAC) transgene reduces the contribution of the spongiotrophoblast lineage to the mature placenta by approximately 50%, whereas loss of expression by knockout (KO) of the maternal allele results in a 2-fold expansion of this lineage [41, 52–54]. *Phlda2* is consequently a rheostat for placental hormones expressed from, or dependent on, the spongiotrophoblast, with ‘paternalisation’ increasing their expression and ‘maternalisation’ decreasing expression.

To ask whether expression of *Phlda2* in the offspring influenced maternal behaviour, we exposed dams to three different doses of offspring *Phlda2*, excluding the confounder of genetically modified dams by using recipient transfer of embryos exclusively into WT females. All experimental dams were generated by recipient transfer to control for any effect of this manipulation on gene expression, and litters of comparable size were used throughout. We observed changes in the maternal brain that preceded exposure to the pups and altered maternal behaviour after birth, consistent with our original hypothesis.

## Results

### Prenatal gene expression

Before undertaking a behavioural assessment, we asked whether changes were present in the maternal brain during pregnancy. Preimplantation *Phlda2*^+/+BACx1^ (BAC transgenic overexpression; 2x), *Phlda2*^*+/+*^ (wild-type; 1x), and *Phlda2*^*−/+*^ (loss of function; 0x) embryos were transferred into WT recipient females to generate WT(2x) (WT dams carrying and caring for >60% *Phlda2*^+/+BACx1^ embryos), WT(1x) (WT dams carrying and caring for all WT embryos), and WT(0x) (WT dams carrying and caring for all *Phlda2*^−/+^ embryos) dams, respectively (Fig 1A). After normalising for the number of foetuses per dam across the three groups (S2 Table), and consistent with our previous data from naturally mated litters [41, 54], foetal growth was reduced at E16.5 for both *Phlda2*^+/+BACx1^ (2x) and *Phlda2*^*-/+*^ (0x) foetuses carried by WT dams in comparison to fully WT foetuses carried by WT dams (S3a Fig; S2 Table). Gene expression in the maternal hypothalamus (onset, maintenance, and regulation of maternal behaviour) and the hippocampus (memory, learning, and responses to fear and stress) [55] was assessed at embryonic day (E) 16.5, 4 days before parturition at a time of maximal placental phenotype [41, 54]. 

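Hypothalamus and hippocampus were dissected from WT dams at E16.5 of pregnancy, and RNA from each was hybridised to Affymetrix Mouse Gene 2.0 ST arrays. There were 4 arrays for each of WT(0x), WT(1x), and WT(2x) in each tissue, and 24 arrays in all. Every dam was WT, and the groups are defined by the genotype of the offspring. The sample labels describe 4 biological replicates per group from a pair of independent litters, whereas the legend of Fig 1 gives n = 3–4 dams, and all 24 arrays are used here. Every SD, p value, and split of arrays here takes the 4 arrays of a group as independent. If arrays of a group share a dam or a litter, the SDs and p values are too small. The labels name a column-based kit for the RNA, whereas the methods name RNA-Bee. The deposited values are the authors' normalised probe set intensities on a log scale, taken here as log2 from their range of 0.65 to 13.7, and the paper's text does not name the normalisation. The array medians were 6.00 to 6.18 in the hypothalamus and 6.01 to 6.08 in the hippocampus. Markers of the hippocampus averaged 7.91 to 8.44 on the 12 hippocampal arrays and 7.19 to 7.51 on the 12 hypothalamic arrays, and markers of the hypothalamus averaged 7.51 to 8.19 on the hypothalamic arrays and 6.08 to 6.37 on the hippocampal ones. WT(0x) replicate 3 of the hypothalamus stood apart, with 7.51 for both kinds of markers, where the other 11 hypothalamic arrays had 7.80 to 8.19 for markers of the hypothalamus. Of 41345 probe sets, 23521 carried 1 gene symbol, and these stood for 22180 genes. Each tissue was fitted on its own with limma, with a mean for each of the 3 groups and p values adjusted by the Benjamini-Hochberg method over all probe sets. A gene with several probe sets was represented in gene groups by the one with the highest mean. The number of arrays limits the precision of every value.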

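Several genes of the hippocampus stood apart from WT(1x) in the other groups. Cckar, the cholecystokinin A receptor, was 5.74 ± 0.06 (SD, n = 4) on the log2 scale in WT(1x), 5.18 ± 0.18 in WT(0x), and 5.16 ± 0.05 in WT(2x). Nefh, the heavy neurofilament subunit, was 8.82 ± 0.03 in WT(1x) and 7.80 ± 0.29 in WT(2x), and Frmpd1 was 7.19 ± 0.09 and 6.61 ± 0.12. Zfp738, a zinc finger gene, was higher in WT(2x) than in WT(1x), at 6.00 ± 0.06 against 5.40 ± 0.12. In the hypothalamus, Usp17lb, which encodes a deubiquitinase, was 3.67 ± 0.05 in WT(0x) and 4.28 ± 0.12 in WT(1x), Prss3, a trypsin gene, was 5.18 ± 0.23 and 4.35 ± 0.21, and Gm11543 was 3.51 ± 0.07 in WT(2x) and 4.30 ± 0.25 in WT(1x). In WT(0x) hippocampus, the olfactory receptor gene Olfr620 was 3.10 ± 0.10 against 4.06 ± 0.21 in WT(1x), and Serpina1d, a serine protease inhibitor, was 2.35 ± 0.23 against 1.52 ± 0.05. Olfr620, Serpina1d, Usp17lb, and Gm11543 were dim, well below the array medians of 6.01 to 6.08 in the hippocampus and 6.00 to 6.18 in the hypothalamus. For each of these differences, all 4 arrays of one group lay beyond all 4 of the other, which is common among genes chosen for small p values. None of these differences passed the adjusted threshold of 0.05 in limma. The adjusted p value was 0.148 for Zfp738, Frmpd1, Nefh, and Cckar in WT(2x), 0.191 for Cckar in WT(0x), 0.114 for Olfr620, and 0.163 for Serpina1d, and in the hypothalamus 0.222 for Usp17lb, 0.731 for Prss3, and 0.816 for Gm11543. The hippocampal calls depend on the setting. Frmpd1, Cckar, Zfp738, and Nefh passed in WT(2x) without WT(0x) replicate 1 (adjusted p = 0.0285, 0.0261, 0.0262, and 0.0261 in limma), with array weights (0.045, 0.045, 0.0344, and 0.045), and with only the 2 groups in the fit (0.0457, 0.0253, 0.0378, and 0.0322), and with both tissues in one fit Frmpd1, Cckar, and Nefh passed (0.0235, 0.037, and 0.0235). Olfr620 and Serpina1d passed with named probe sets only (0.0214 and 0.0345) and with array weights (0.0309 each), and Olfr620 also after quantile normalisation (0.0421). In WT(0x), 1 array lay above and 3 below all WT(1x) arrays for Nefh, as for Vav3 and Zic1, markers of the adjoining thalamus. All 4 lay below for Cckar and Frmpd1, and above for Zfp738.

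In the hypothalamus, no probe set passed the adjusted threshold between WT(0x) and WT(1x) or between WT(2x) and WT(1x) (smallest adjusted p = 0.0758 and 0.567 in limma). At an unadjusted p under 0.05, 2812 probe sets differed between WT(0x) and WT(1x), of which 1424 were higher and 1388 lower in WT(0x), and 1357 between WT(2x) and WT(1x), of which 670 were higher and 687 lower in WT(2x). Chance alone gives 2067 at this threshold. In the hippocampus, again none passed the adjusted threshold (smallest adjusted p = 0.114 and 0.148), and 3380 (1983 higher and 1397 lower in WT(0x)) and 6000 (3078 higher and 2922 lower in WT(2x)) passed the unadjusted one. The median size of the hippocampal differences from WT(1x) was 0.353 for WT(0x) and 0.36 for WT(2x) on the log2 scale. Markers of thalamus and habenula, which adjoin the hippocampus, were lower in WT(2x) than in WT(1x) hippocampus, 21 of 23, with a median log2 fold change of −0.985 (adjusted p = 6.6e-11 from limma's camera test, and 0.241 with an estimated correlation). When adjusted over the list alone, 17 of them were lower and 1 higher. With their mean per array as a covariate, chosen after seeing the data, 2049 probe sets passed the unadjusted threshold in this contrast. That mean was lower on every WT(2x) array than on any WT(1x) array. This fit therefore cannot tell adjoining tissue from another difference between the groups.

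The number of hippocampal probe sets past the adjusted threshold between WT(2x) and WT(1x) was 262 without WT(0x) replicate 1, 1 without WT(2x) replicate 1, 583 with array weights, 286 with both tissues in one fit, and 115 with only the 2 groups in the fit. Between WT(0x) and WT(1x) hippocampus it was 4 with array weights, 2 with named probe sets only, and 1 after quantile normalisation, and the unadjusted count was 2248 without WT(1x) replicate 3, 5957 with array weights, and 1436 with dim probe sets left out. In the hypothalamus, 1 probe set passed the adjusted threshold between WT(2x) and WT(1x) without WT(0x) replicate 1 or replicate 4, with array weights, or with the thalamic covariate, and 2 with only the 2 groups in the fit. Between WT(0x) and WT(1x), 1 passed without WT(2x) replicate 2 and with both tissues in one fit. The unadjusted hypothalamic count was 2608 with array weights, 2356 with only the 2 groups in the fit, 722 with named probe sets only, and 358 with dim probe sets left out between WT(2x) and WT(1x), and 5413 with the thalamic covariate, 1828 with named probe sets only, and 1681 with dim probe sets left out between WT(0x) and WT(1x). With named probe sets only, the hippocampal counts were 1699 between WT(0x) and WT(1x) and 3997 between WT(2x) and WT(1x).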

Heat maps were plotted for the genes that showed changes in expression levels at *p* < 0.05. This resulted in a dendrogram grouping the WT(2x), WT(1x), and WT(0x) gene profiles by foetal *Phlda2* dosage (Fig 1B). 

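In the hippocampus, clustering on the probe sets selected at an unadjusted p under 0.05 put the 4 WT(2x) arrays in a cluster of their own. WT(0x) replicates 2, 3, and 4 formed another cluster, and WT(0x) replicate 1 joined the 4 WT(1x) arrays. In the hypothalamus, the same 3 replicates of WT(0x) clustered together and replicate 1 stood alone, while all WT(1x) and WT(2x) arrays fell in a single cluster. The clustering used 9356 probe sets in the hippocampus and 4967 in the hypothalamus, those past the threshold in any of the 3 contrasts, scaled per probe set, with Euclidean distance and complete linkage. The adjusted Rand index, which is 1 where 3 clusters match the 3 groups and about 0 for unrelated groupings, was 0.737 in the hippocampus and 0.408 in the hypothalamus. With correlation distance and average linkage it was 0.737 and 1, values that 76 of 100 and all 100 of 100 random regroupings reached. Distance and linkage changed together, so their parts cannot be told apart. Over all 41345 probe sets, with Euclidean distance and complete linkage, it was 0.0805 and 0.034. With Euclidean distance, when the arrays were regrouped at random and the probe sets selected again on the new groups, 79 of 100 groupings in the hippocampus and 98 of 100 in the hypothalamus, the real one included, gave an index at least as high, with medians of 1 and 0.737.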

Two hundred ninety-six probes (0.79%) were altered between WT(0x) and WT(2x) hypothalamus, and 1,333 probes (3.6%) were altered between WT(0x) and WT(2x) hippocampus. 

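In the hippocampus, the named genes with the smallest p values that were higher in WT(2x) than in WT(0x) included Prok2, a secreted signalling peptide of circadian output, by 0.54 on the log2 scale (standard error 0.09), and Ucn3, a peptide of the corticotropin-releasing factor family, by 0.50 (standard error 0.09). Hpcal1, a neuronal calcium sensor, was higher by 0.54 (standard error 0.11) and Epcam, a cell adhesion molecule, by 0.39 (standard error 0.08). Among the genes that were lower in WT(2x) were P2rx4, an ATP-gated ion channel, at −0.48 (standard error 0.11), Padi2, a peptidylarginine deiminase, at −0.53 (standard error 0.12), Pigz, an enzyme of glycosylphosphatidylinositol anchor synthesis, at −0.44 (standard error 0.09), Sned1 at −0.41, and Samd5 at −0.58. Except for Padi2, all 4 WT(2x) arrays lay on one side of all 4 WT(0x) arrays for each of these genes. The adjusted p value from limma was 0.59 for each. Each difference is the mean of WT(2x) minus that of WT(0x).

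In the hypothalamus, Cers4, a ceramide synthase, was higher in WT(2x) than in WT(0x) by 0.26 (standard error 0.07), Ctsm, a cathepsin of the placental cluster, by 0.55 (standard error 0.15), and the microRNA gene Mir743 by 0.52 (standard error 0.14). Atp6v1e1, a subunit of the vacuolar proton pump, was lower at −0.38 (standard error 0.09), as were Atp5mpl, a subunit of the mitochondrial ATP synthase, at −0.68 (standard error 0.17), Mtarc2, a mitochondrial reductase, at −0.46 (standard error 0.10), Gpx6, a glutathione peroxidase, at −0.47, Mettl6, a methyltransferase, at −0.33, and Tmem100 at −0.40. For each of these genes all 4 arrays of one group lay beyond all 4 of the other, which their choice by small p values makes likely. The adjusted p value from limma was 0.862 for each.

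The dams' own Phlda2 was below the median probe set of 6.04 in the hippocampus, at 3.93 ± 0.25 (SD, n = 4) in WT(2x), 3.87 ± 0.20 in WT(1x), and 3.47 ± 0.13 in WT(0x), a difference of 0.46 between WT(2x) and WT(0x) (standard error 0.14, adjusted p = 0.59 in limma). In the hypothalamus its difference was 0.028 (standard error 0.11), and it was −0.0642 without WT(0x) replicate 2, −0.0223 after quantile normalisation, and −0.00916 after median centring. Prlr, Prl3b1, and Prl3d1, which the paper also names, had no probe set under these symbols. Of other imprinted genes that the paper names, Peg3 differed by −0.05 and 0.11 in the hippocampus and hypothalamus, Mest by 0.42 and 0.19, and Dio3 by 0.16 and −0.03, with adjusted p values of 0.623 to 0.984 in limma. In the hippocampus, Peg3 differed by 0.0678 without WT(0x) replicate 1, −0.113 without WT(0x) replicate 4, and 0.112 with thalamic markers as a covariate, and Dio3 by 0.0505 without WT(0x) replicate 1, 0.302 without WT(0x) replicate 4, and −0.107 with that covariate. In the hypothalamus, Mest differed by 0.0333 without WT(0x) replicate 1 and Peg3 by 0.0295 without WT(0x) replicate 3. Dio3 differed there by 0.0739 without WT(0x) replicate 1, −0.149 without WT(0x) replicate 2, 0.0252 without WT(0x) replicate 4, and 0.0142 without WT(2x) replicate 3.

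No probe set passed the adjusted threshold of 0.05 in either tissue (smallest adjusted p = 0.862 in the hypothalamus and 0.581 in the hippocampus, limma). At an unadjusted p under 0.05, 2256 probe sets (5.46%) differed in the hypothalamus, 1153 higher and 1103 lower in WT(2x), and 3308 (8.00%) in the hippocampus, 1728 higher and 1580 lower. Their median size was 0.344 and 0.322 on the log2 scale. The hypothalamic count was 3653 without WT(0x) replicate 2, 1303 with dim probe sets left out, and 1339 with named probe sets only, and the hippocampal count was 1864 and 2166 under the last 2 settings. Without WT(0x) replicate 4, or with both tissues in one fit, 1 hypothalamic probe set passed the adjusted threshold, and in the latter fit 1 hippocampal probe set did. With thalamic markers as a covariate, chosen after seeing the data, the counts were 4198 in the hypothalamus and 1858 in the hippocampus.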

Analysis of hypothalamic and hippocampal pathways identified disturbances in olfactory transduction pathways important for maternal care and G protein–coupled receptor (GPCR) pathways through which neuropeptides and hormones mediate their action (Fig 1C and 1D; S3 Fig). 

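Olfactory receptor genes, which encode the odorant receptors of the nasal epithelium, were more often higher than lower in WT(2x) hippocampus compared with WT(0x): 780 of 1105 were higher, with a median log2 fold change of 0.105, and 89 were higher and 13 lower at an unadjusted p under 0.05. Olfr620 was higher by 0.76 (standard error 0.12, adjusted p = 0.581 in limma), Olfr972 by 0.84 (standard error 0.18), Olfr103 by 0.61 (standard error 0.14), and Olfr965 by 0.52 (standard error 0.11), with all 4 WT(2x) arrays above all 4 WT(0x) arrays. In the hypothalamus the receptors were divided, 597 higher and 508 lower, with a median of 0.0161 (camera adjusted p = 0.0992, and 0.761 with an estimated correlation). Olfr766-ps1 was higher by 0.61 (standard error 0.13) and Olfr1153 by 0.51 (standard error 0.13), while Olfr1008 was lower at −0.71 (standard error 0.17) and Olfr1314 at −0.68 (standard error 0.15), each with no overlap between the arrays of the 2 groups. The difference between the tissues, tested as an interaction, had a median of 0.083 for the receptors (adjusted p = 0.0276, and 0.723 with an estimated correlation). The receptors were dim in both tissues, with a median level of 3.76 in the hippocampus and 3.83 in the hypothalamus against 6.04 and 6.14 for all probe sets.

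Of 1732 hippocampal genes at an unadjusted p under 0.05, 102 were olfactory receptors, against 86.3 expected (odds ratio 1.21, one-sided Fisher's exact test, p = 0.0425). In the hypothalamus, 75 of 1008 were olfactory receptors, against 50.2 expected (odds ratio 1.57, p = 0.00034 from the same exact test). Taken by direction, the odds ratio was 2.33 among genes higher in WT(2x) hippocampus (p = 2.75e-11, one-sided Fisher's exact test) and 0.277 among lower ones (p = 1), and 2.79 (p = 2.17e-08) and 0.946 (p = 0.643) in the hypothalamus. The exact test takes the genes as independent. Of 35 splits of the same 8 arrays, the real one included, 31 in the hippocampus and 17 in the hypothalamus gave an odds ratio over both directions at least as large, with the highest others at 3.802 and 3.135. The ratios by direction were not compared with splits or recomputed without single arrays. As a group, the hippocampal receptors passed limma's camera test with its preset correlation between genes (adjusted p = 2.24e-06) and lost the call with an estimated correlation (adjusted p = 0.266), and 1 receptor, Olfr620, passed when adjusted over the list alone. No hypothalamic receptor passed when adjusted over the list alone. The mean of the receptors was 0.306 above the tissue mean on WT(2x) replicate 1 and between −0.02 and 0.02 on the other 3 WT(2x) arrays, and without replicate 1 the median log2 fold change was 0.0291 (adjusted p = 0.241). Over all probe sets, this array had a mean correlation of 0.976 with the other hippocampal arrays, where the other 11 had 0.982 to 0.986. The odds ratio lost its call with both tissues in one fit (1.14 in the hypothalamus and 1.15 in the hippocampus). In the hypothalamus it also did so without WT(0x) replicate 3 (1.08), with thalamic markers as a covariate (1.04), and with dim probe sets left out (1.91, with 40 of the 1105 receptors remaining). In the hippocampus it did so without WT(0x) replicate 3 (1.08) or replicate 4 (0.894), without WT(1x) replicate 1 (1.17) or replicate 2 (1.19), after median centring (0.988), and with trend and robust variances (0.911), and it was 1.98 without WT(2x) replicate 2. The hypothalamic median turned negative after quantile normalisation (−0.031), after median centring (−0.021), and without WT(0x) replicate 2 (−0.000451). Median centring moves all probe sets of an array by the same amount, so that sign change comes from the array medians. The list passed camera there (adjusted p = 0.0277), which compares it with other genes and does not test the sign of its median. It also passed camera without WT(0x) replicate 3 (0.0319, adjusted p = 0.00176) and with thalamic markers as a covariate (0.023, adjusted p = 0.00836). With dim probe sets left out it passed as well (0.103, adjusted p = 8.59e-05), but only 40 of the 1105 receptors remained.

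**Figure D1:**
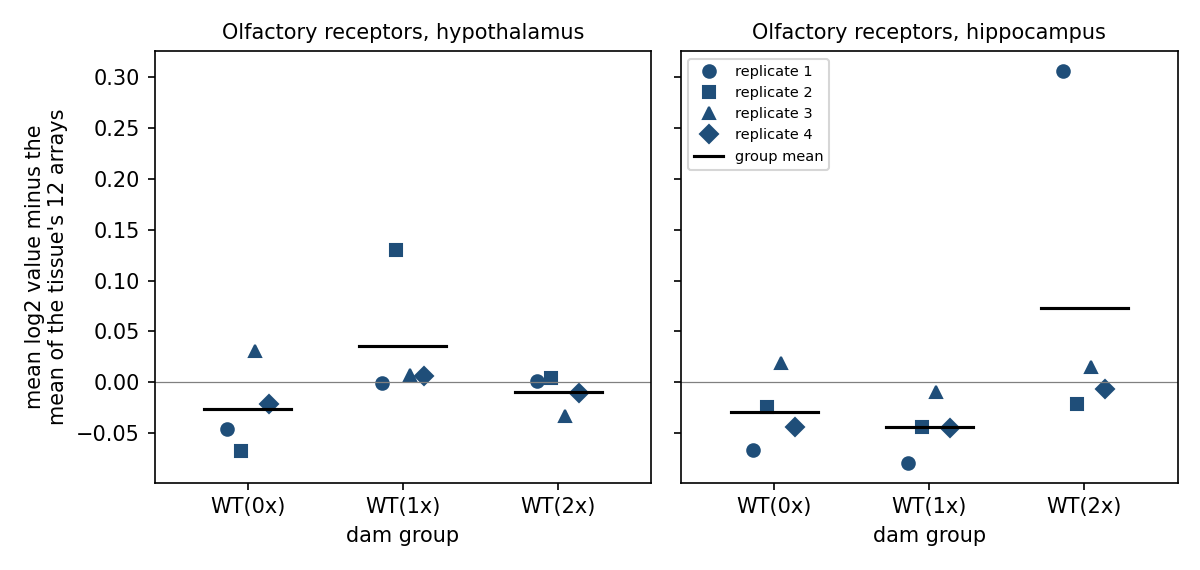
Mean log2 value of the 1105 olfactory receptor genes on each array, relative to the mean of the 12 arrays of its tissue, by group of dams. Each symbol is an array and each bar the mean of the group's 4 arrays. In the hippocampus WT(2x) replicate 1 lies at 0.306, and in the hypothalamus WT(1x) replicate 2 lies at 0.13.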

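Of other G protein–coupled receptors in the hippocampus, 164 of 286 were higher and 122 lower in WT(2x), with a median of 0.0307 (camera adjusted p = 0.13, and 0.266 with an estimated correlation). Sstr2, a somatostatin receptor, was higher by 0.45 (standard error 0.12), and Casr, the calcium-sensing receptor, by 0.36 (standard error 0.09). The Wnt receptors Fzd10 and Fzd8 were lower at −0.62 (standard error 0.14) and −0.43 (standard error 0.12). In the hypothalamus, 139 were higher and 147 lower, with a median of −0.00138 and a mean of 0.00616 (adjusted p = 0.351, and 0.989 with an estimated correlation). Adgrl2, an adhesion receptor, was higher by 0.32, and Drd1, the dopamine D1 receptor, Htr5b, a serotonin receptor, and Grm3, a glutamate receptor, were lower at −0.36, −0.35, and −0.31. No member passed in either tissue when adjusted over the list alone. The hypothalamic median turned positive without WT(0x) replicate 1 (0.0395, adjusted p = 0.0429) or replicate 4 (0.00915), without WT(2x) replicate 1 (0.0128) or replicate 3 (0.00824), with dim probe sets left out (0.0151, adjusted p = 0.0457), and with array weights (0.018), and the hippocampal one turned negative with dim probe sets left out (−0.00227) and was 0.00741 without WT(0x) replicate 1 and 0.0142 without WT(2x) replicate 4.

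Olfactory signalling genes other than the receptors had a median of 0.0614 in the hippocampus, with 27 of 39 higher (adjusted p = 0.0137, and 0.266 with an estimated correlation), among them Ano2, a chloride channel of olfactory cilia, by 0.41, and a median of −0.00273 in the hypothalamus (adjusted p = 0.975, and 0.989 with an estimated correlation). No member passed when adjusted over the list alone in either tissue. The hippocampal list lost its call without WT(0x) replicate 4 (adjusted p = 0.0607) or WT(2x) replicate 2 (adjusted p = 0.0548).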

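In the hippocampus, genes of gonadotropin-releasing hormone signalling were divided between WT(2x) and WT(0x), with 31 of 69 higher, 38 lower, and a median log2 fold change of −0.0268. Its members with the smallest p values were all lower in WT(2x): Pla2g4a, a cytosolic phospholipase A2, at −0.23 (standard error 0.08), Prkcd, a protein kinase C that is also among the thalamic markers, at −1.68 (standard error 0.63), Map3k1 at −0.29 (standard error 0.12), and Plcb4, a phospholipase C, at −0.75 (standard error 0.33), which was −0.427 without WT(0x) replicate 1. Genes of circadian entrainment were 40 higher and 40 lower, with a median of −0.00297. Gucy1a1, a subunit of the nitric oxide receptor, was higher by 0.61 (standard error 0.16) and Gnb4, a G protein subunit, by 0.38 (standard error 0.13), while Grin2c, an NMDA receptor subunit, was lower at −0.50 (standard error 0.16) and Rasd1, a small GTPase, at −0.83 (standard error 0.30). Of 29 genes of adult neurogenesis and proliferation, taken for cell differentiation, 14 were higher and 15 lower, with a median of −0.0149. Prox1, a transcription factor of dentate granule cells that is also among the hippocampal markers, was lower at −0.62 (standard error 0.22), Tubb3, a neuronal tubulin, at −0.29 (standard error 0.11), and Dpysl3 at −0.28 (standard error 0.12), and Sox11, a transcription factor of immature neurons, was higher by 0.24 (standard error 0.11). Without WT(2x) replicate 2, Gnb4 was higher by 0.23 and Prox1 lower at −0.392. The adjusted p values of these genes were 0.59 to 0.623 in limma. The camera test gave circadian entrainment an upward direction, whereas its median and mean were negative. None of the 3 lists passed camera (adjusted p = 0.321, 0.95, and 0.501, and 0.317, 0.969, and 0.492 with an estimated correlation), and no member passed when adjusted over the list alone. Camera looks for a shift in a common direction, whereas the paper's pathway analysis weighed over-representation and perturbation, so mixed changes could be missed here.

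In the hypothalamus, the medians of the same lists were 0.00553 for gonadotropin-releasing hormone signalling (37 higher and 32 lower), 0.0156 for circadian entrainment (44 higher and 36 lower), and −0.0151 for neurogenesis (14 higher and 15 lower). The means of the first 2 lists, −0.0293 and −0.0121, had the other sign. Camk2d, a calcium/calmodulin-dependent kinase of both these lists, was lower at −0.32 in WT(2x), Adcy6, an adenylyl cyclase, was higher by 0.22, Gng10 and Gucy1b1 were lower at −0.21 and −0.23, and for neurogenesis Hopx was lower at −0.32 and Neurod4 higher by 0.37. Camk2d was at −0.186 and Gucy1b1 at −0.152 without WT(0x) replicate 3. The 3 lists had adjusted p values of 0.794, 0.956, and 0.979 (0.989 for each with an estimated correlation), and no member passed when adjusted over the list alone.

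The difference between the tissues was tested as an interaction. Its median, hippocampus minus hypothalamus, was −0.0368 for gonadotropin-releasing hormone signalling (adjusted p = 0.28, and 0.315 with an estimated correlation), 0.0295 for circadian entrainment (adjusted p = 0.896 and 0.911), and −0.000461 for neurogenesis (adjusted p = 0.626 and 0.832). Over single probe sets no interaction passed the adjusted threshold in limma (smallest adjusted p = 0.232), and 2493 (6.03%) had an unadjusted p under 0.05, where chance gives 2067. Without hippocampus WT(2x) replicate 2 or replicate 3, 1 passed the adjusted threshold. Some medians of the lists changed sign, after median centring because of the array medians, since it moves every probe set of an array alike. In the hypothalamus, gonadotropin-releasing hormone signalling turned negative without WT(0x) replicate 2 (−0.0198) or replicate 3 (−0.0209), without WT(2x) replicate 1 (−0.00478), after median centring (−0.0316), and with thalamic markers as a covariate (−0.00851), and circadian entrainment without WT(0x) replicate 1 (−0.000602) or replicate 2 (−0.00602), without WT(2x) replicate 2 (−0.00541), and after median centring (−0.0215). Neurogenesis there turned positive without WT(0x) replicate 1 (0.0272) or WT(2x) replicate 1 (0.00277) and with array weights (0.0193). In the hippocampus, circadian entrainment turned positive without WT(0x) replicate 2 (0.0103) or replicate 4 (0.0228), without WT(2x) replicate 1 (0.0208) or replicate 4 (0.00659), after quantile normalisation (0.0279), and with array weights (0.00366), and neurogenesis without WT(2x) replicate 3 (0.00468) or replicate 4 (0.00221).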

Specific to the hippocampus were disturbances in the gonadotropin-releasing hormone signalling pathway, cell differentiation, and circadian entrainment (Fig 1D). Together, these findings indicated a physiological response to the placental cues with potential for a behavioural response.

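Genes of maternal care, a list of hormones, neuropeptides, and their receptors, were more often higher than lower in WT(2x) hippocampus compared with WT(0x). Of 58, 38 were higher and 20 lower, with a median log2 fold change of 0.0775, and 9 were higher and none lower at an unadjusted p under 0.05. When adjusted over the list alone, 4 passed, all higher in WT(2x): Ucn3, Trh, thyrotropin-releasing hormone, by 0.74 (standard error 0.18), Esr1, oestrogen receptor alpha, by 0.38 (standard error 0.10), and Penk, the enkephalin precursor, by 1.42 (standard error 0.38). All 4 WT(2x) arrays lay above all 4 WT(0x) arrays for Ucn3, Esr1, and Penk, and 3 of 4 did for Trh. None passed over all probe sets (adjusted p = 0.59 for each in limma). The list passed camera (adjusted p = 1.81e-04) and lost the call with an estimated correlation (adjusted p = 0.266). In the hypothalamus, 26 were higher and 32 lower, with a median of −0.0235 (adjusted p = 0.975, and 0.989 with an estimated correlation) and 0 passing when adjusted over the list alone. The interaction with tissue had a median of 0.183 for this list (adjusted p = 0.00235, and 0.315 with an estimated correlation).

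Markers of neighbouring tissue and of other cell types were compared in the hippocampus. Of 23 thalamic and habenular markers, 21 were lower in WT(2x) than in WT(0x), with a median of −0.598 (adjusted p = 3.67e-08, and 0.266 with an estimated correlation): Plekhg1 at −1.34 (standard error 0.43), Vav3 at −1.13 (standard error 0.36), Zic1 at −1.09 (standard error 0.36), and Ntng1 at −0.73 (standard error 0.26). The median was −0.902 without WT(0x) replicate 4 and −0.344 without WT(0x) replicate 1, where Vav3 was at −0.702, Zic1 at −0.692, and Ntng1 at −0.426. All 15 markers of oligodendrocytes and myelin were lower, with a median of −0.41 (adjusted p = 2.2e-07, and 0.266 with an estimated correlation), among them Mag, myelin-associated glycoprotein, at −0.74 (standard error 0.23) and Opalin at −0.60 (standard error 0.21), and the median was −0.649 without WT(0x) replicate 4. Of 20 striatal markers, 17 were higher, with a median of 0.29 (adjusted p = 1.37e-06, and 0.266 with an estimated correlation), and 4 passed when adjusted over the list alone, and the median was 0.19 without WT(2x) replicate 2 or replicate 4. Penk also stands in that list, and with it Drd1 by 0.69 (standard error 0.21) and Sh3rf2 by 0.73 (standard error 0.20). Trh also stands among the hypothalamic markers, of which 27 of 37 were higher in WT(2x) hippocampus, with a median of 0.113 (adjusted p = 4.92e-04, and 0.266 with an estimated correlation). No thalamic or myelin marker passed when adjusted over the list alone, and 1 hypothalamic marker, Trh, did. With the mean of the thalamic markers as a covariate, which by its construction removes most of their own difference, the median was −0.048 for the thalamic markers (adjusted p = 0.448) and −0.0205 for the myelin markers (adjusted p = 0.23). Relative to the tissue mean, the mean of the thalamic markers was 0.387 to 0.665 on the 4 WT(1x) arrays, −0.819 to −0.287 on the 4 WT(2x) arrays, and −0.816 to 1.07 on the 4 WT(0x) arrays.

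From the altered probes and pathways, the paper reasons that the brains of the dams responded to placental cues before birth and that behaviour could follow.

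**Figure D2:**
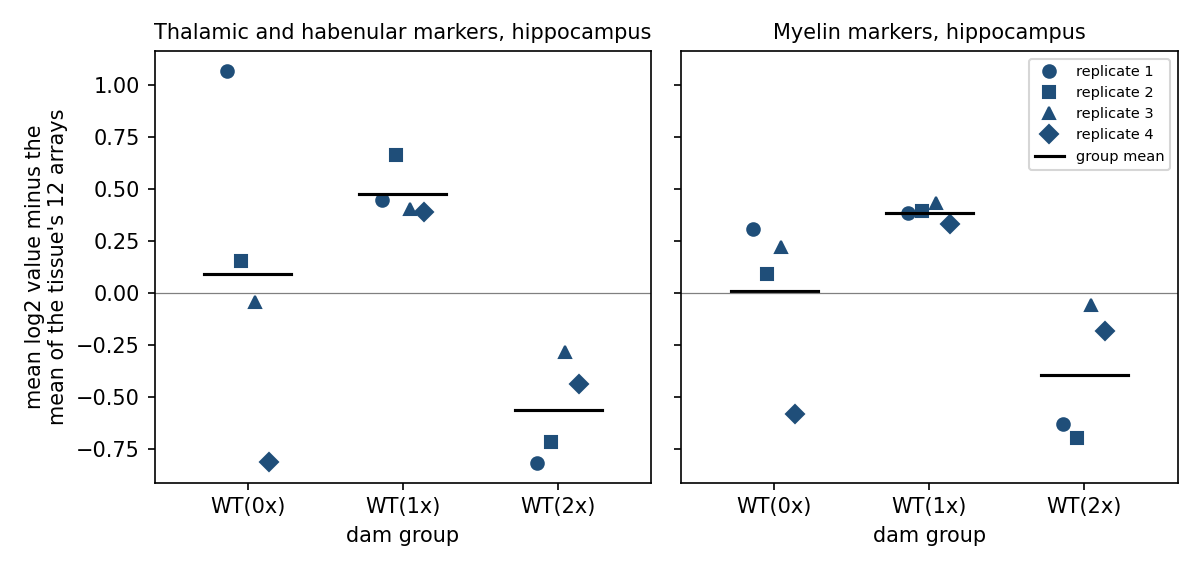
Mean log2 value of 23 thalamic and habenular markers and of 15 myelin markers on each hippocampal array, relative to the mean of the 12 hippocampal arrays, by group of dams. Each symbol is an array and each bar the mean of the group's 4 arrays. The 4 WT(0x) arrays spread from 1.07 to −0.816 for the thalamic markers.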

**Fig 1:**
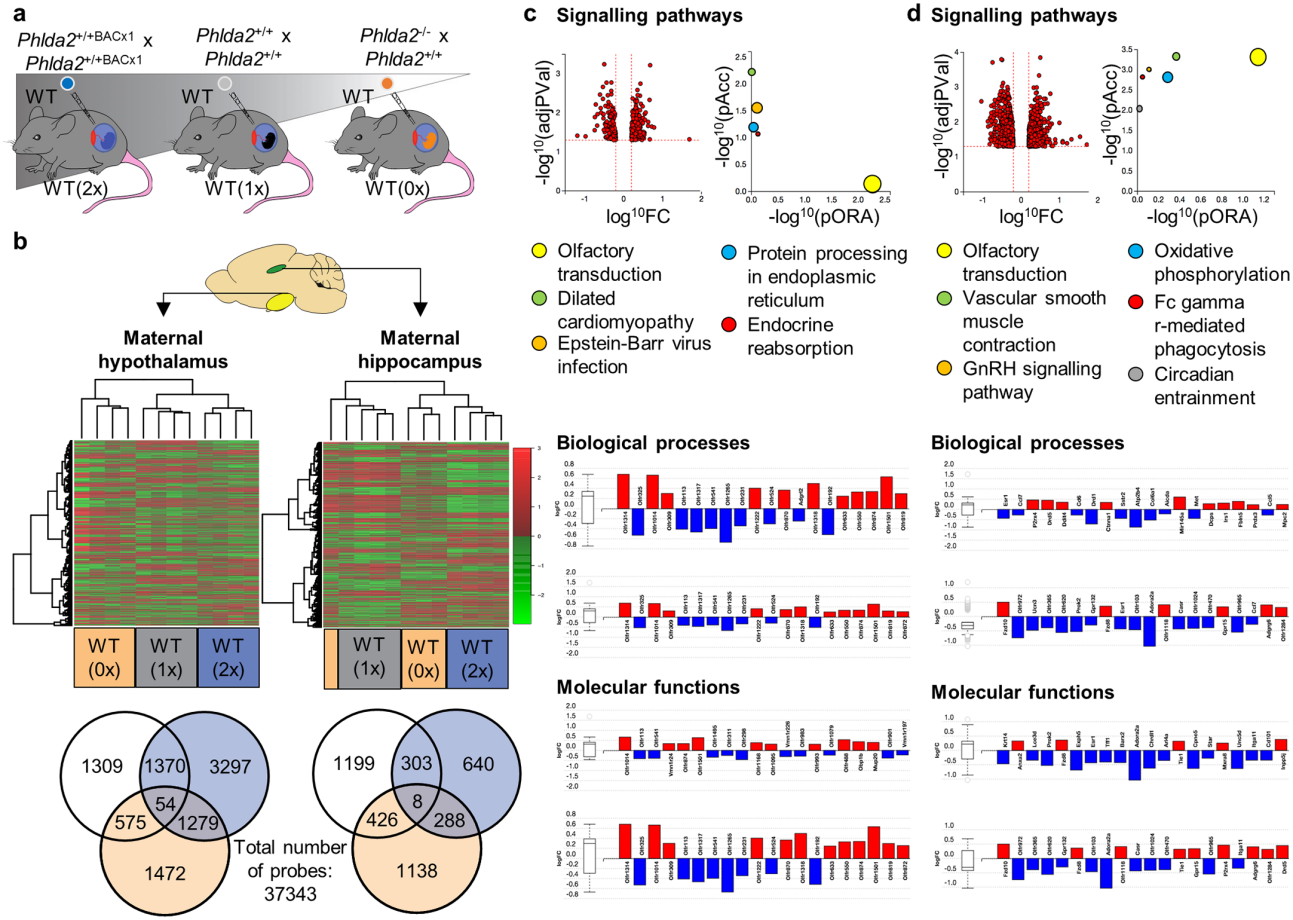
Gene alteration of prenatal maternal hypothalamus and hippocampus exposed to 0, 1, or 2 doses of offspring *Phlda2*. (A) Schematic for tissue generation. WT maternal brain tissues from *n* = 3–4 dams exposed to decreasing doses of offspring *Phlda2* were collected on E16.5 of pregnancy. (B) Gene expression data generated using the Affymetrix GeneChip platform. Three-way heat map showing differential gene expression levels between the cohorts for the hypothalamus (left panel) and hippocampus (right panel; >0.05 significance). Venn diagram from Limma analysis of significantly altered probes below. (C) Top left panel shows pathways’ perturbation versus overrepresentation for WT(2x) versus WT(0x) hypothalamus. Top right panel shows top-5 pathways plotted by evidence computed by iPathwayGuide: overrepresentation on x-axis (labelled ‘pORA’) and total pathway accumulation on y-axis (labelled ‘pAcc’). Each pathway is represented by coloured dot, with the size proportional to the size of the pathway represented. *P* values are shown as negative log (base 10) values. Biological processes and molecular functions: bar plots of top-20 genes out of the total number of differentially expressed genes. Up-regulated in red, down-regulated in blue. Box and whisker plots summarise distribution of differentially expressed genes annotated to the GO term. Box represents the first quartile, the median, and the third quartile; outliers are represented by circles. (D) Pathway analysis for WT(2x) versus WT(0x) hippocampus as described above. Additional data in S2 and S3 Figs. Raw data accession number: GSE115276. E, embryonic day; GO, gene ontology; *Phlda2*, *pleckstrin homology-like domain family A member 2*; WT, wild-type; WT(0x), WT dams carrying and caring for all *Phlda2*^−/+^ embryos (maternal inheritance of targeted allele, *Phlda2* loss of function); WT(1x), WT dams carrying and caring for all WT embryos; WT(2x), WT dams carrying >60% *Phlda2*^+/+BACx1^ embryos generated by crossing *Phlda2*^+/+BACx1^ dams and *Phlda2*^+/+BACx1^ studs.

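In the hippocampus, 1333 probe sets differed from WT(1x) in both WT(0x) and WT(2x) at an unadjusted p under 0.05, and 1329 of them (99.7%) in the same direction, 879 higher and 450 lower than in WT(1x). The shared WT(1x) arrays alone give nearly this share, since in simulated data without group differences it was 98.8% on average and at least 97.3%. Cckar lay in this overlap. Of the 1333, 54 also differed between WT(0x) and WT(2x), Frmpd1 among them, and 1279 did not. In the hypothalamus the overlap held 376 probe sets, 373 (99.2%) in the same direction, 172 higher and 201 lower, where the simulated share was 98.7% on average and at least 97.6%. Prss3 was one of the 362 that did not also differ between WT(0x) and WT(2x), and Usp17lb and Gm11543 were among the 14 that differed in all 3 contrasts. The regions for a single contrast held 1309 (WT(2x) against WT(0x)), 1472 (WT(0x) against WT(1x)), and 3297 (WT(2x) against WT(1x)) probe sets in the hippocampus and 1174, 1634, and 715 in the hypothalamus. WT(2x) against WT(0x) shared 575 hippocampal and 802 hypothalamic probe sets with WT(0x) against WT(1x) alone, among them Olfr620 in the hippocampus, and 1370 and 266 with WT(2x) against WT(1x) alone. No probe set lay in an overlap at the adjusted threshold.

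Both contrasts use the same WT(1x) arrays. Independent lists of the observed sizes would share 490.5 and 92.3 probe sets. In simulated data without group differences that kept the shared arrays, and so with lists of the size that chance gives, the overlap was 492 on average and at most 539 in 50 simulations of the hippocampus, and 491 on average and at most 545 in 50 of the hypothalamus. With the real arrays regrouped at random, 5 of 100 groupings of the hippocampus and 41 of 100 of the hypothalamus, the real one included, had an overlap as large, and the highest others were 1947 and 1394. With the WT(1x) arrays divided between the 2 contrasts in 6 ways, the overlap was 407 to 578 in the hippocampus and 106 to 132 in the hypothalamus. Each contrast then had fewer arrays and other lists, so 490.5 and 92.3 are not the numbers expected for them. The fold changes of the divided contrasts correlated over probe sets at 0.185 to 0.332 in the hippocampus and −0.0112 to 0.0995 in the hypothalamus. These correlations were not compared with regrouped arrays. The hippocampal overlap was 2455 without WT(0x) replicate 1, 2349 without WT(1x) replicate 2, 871 without WT(1x) replicate 3, and it was 3125 with array weights, 766 with dim probe sets left out, 681 with named probe sets only, and 755 with thalamic markers as a covariate, chosen after seeing the data. The hypothalamic overlap was 101 with dim probe sets left out, 230 with named probe sets only, and 599 with that covariate.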

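Of the genes drawn as bars in Fig 1D, 49 had a probe set of their own, and 31 of these were higher and 18 lower in WT(2x) hippocampus than in WT(0x), 47 of them at an unadjusted p under 0.05. The study chose these genes on the same arrays, so their counts are not independent evidence of a direction. Exph5 was higher by 0.71 (standard error 0.18), Atp2b4, a plasma membrane calcium pump, by 0.84 (standard error 0.27), Col6a1, a collagen VI chain, by 0.55 (standard error 0.16), Met, the hepatocyte growth factor receptor, by 0.49 (standard error 0.17), and Star, the cholesterol transporter of steroid synthesis, by 0.22 (standard error 0.09). Met was higher by 0.315 without WT(0x) replicate 1. The adjusted p values of these genes were 0.59 to 0.623 in limma. Of the 23 genes drawn for the hypothalamus in Fig 1C, 9 were higher and 14 lower, and 15 had an unadjusted p under 0.05. Olfr231 was higher in WT(2x) by 0.54 (standard error 0.15), and the odorant-binding protein gene Obp1b and the major urinary protein gene Mup20 were lower at −0.42 (standard error 0.19) and −0.38 (standard error 0.17), with an adjusted p of 0.862 for each in limma. Obp1b was at −0.223 without WT(2x) replicate 2.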

Following these encouraging findings, a second cohort of dams was generated by the same protocol (Fig 2A) and allowed to deliver. As for the gene expression analysis, dams with small litters (<6) were excluded to generate comparable litter sizes across the three groups (F2, 36 = 0.83, *p* = 0.45; S2 Table; S2 Fig). Behaviour was assessed concurrently by the same team of researchers between postnatal day (P) 2 and P4, when maternal behaviours are most intense in rodents [56, 57].

**Fig 2:**
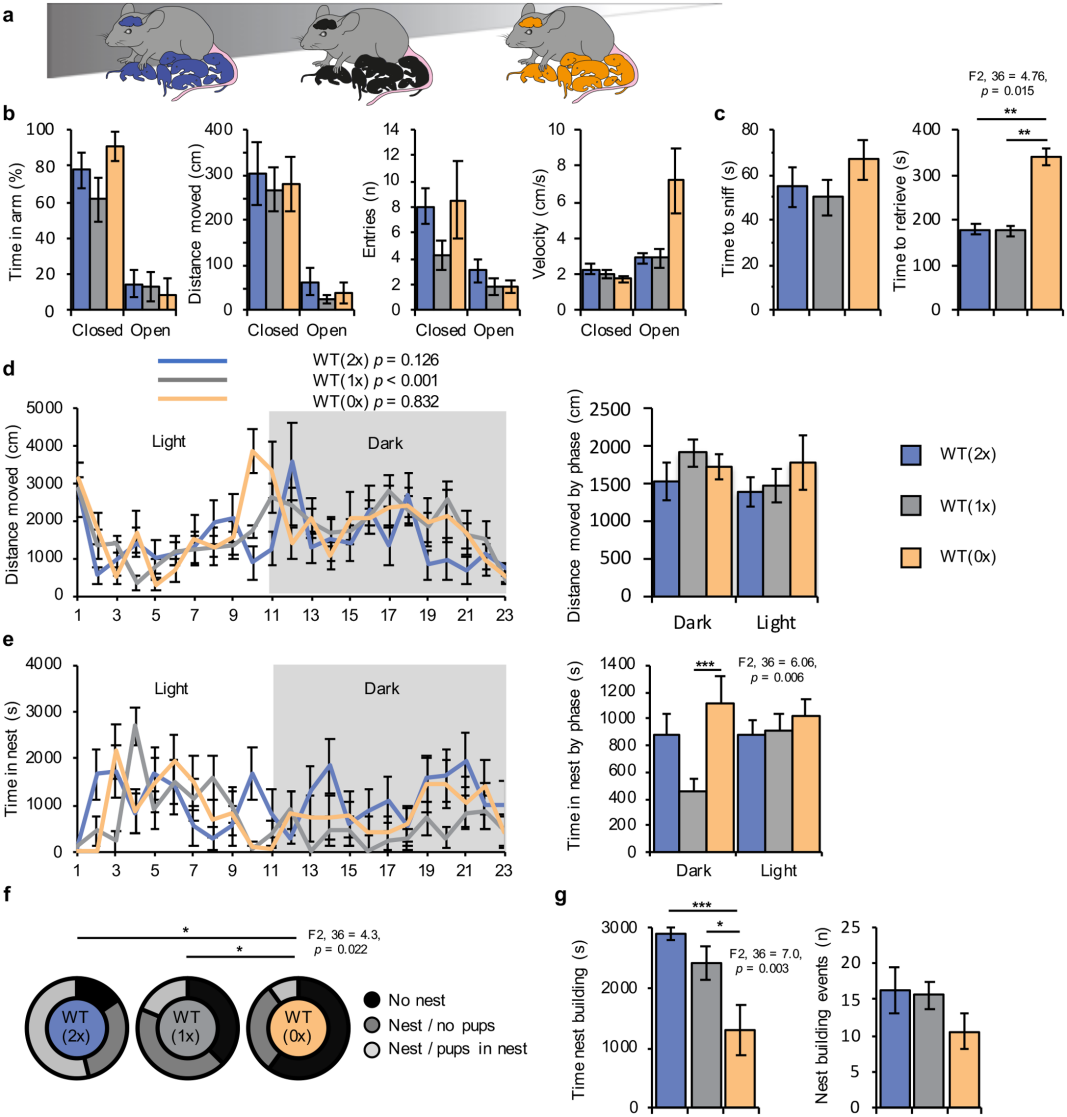
Classic tests of maternal behaviour reveal altered behaviour in WT dams exposed to different doses of offspring *Phlda2*. (A) Schematic of behavioural paradigm. WT(0x) *n* = 13, WT(1x) *n* = 14, and WT(2x) *n* = 11 experimental dams carrying and caring for pups with 0, 1, or 2 active copies of *Phlda2*. (B) EPM performed on P2. Percentage of time spent in open and closed arms, number of entries in the open and closed arms, distance moved, and mean velocity measured over 5 minutes. (C) Pup retrieval task on P3. Time taken to sniff and retrieve the first pup measured over 20 minutes. (D) Activity tracking during a 23-hour period after pup-retrieval task. Distance travelled per hour during each phase and total distance travelled during the light phase and dark phases. (E) Time spent on the nest over 23 hours and total time spent in nest during the light phase and dark phase. (F) Nest building task on P4. Dams scored on their ability to build a nest during a 1-hour test (no nest built; nest built/no pups moved into nest; nest built/pups moved into nest). Of the dams, 7/11 WT(2x), 3/14 WT(1x), and 1/13 WT(0x) built a nest and placed at least 1 pup inside within the time limit. (G) Time spent building nest (left panel) and number of nest building events (right panel). Numerical data can be found at https://osf.io/543jg/ “RAW NUMERICAL DATA.xlsx”, Sheets labelled EPM, Pup_Retrieval_Nest_Building, Ethovision_23hr. Data shown as mean ± SEM. Significance determined using one-way ANOVA Dunnet post hoc test. Statistical significance: *p < 0.05, **p < 0.01, and ***p < 0.005. EPM, elevated plus maze; P, postnatal day; *Phlda2*, *pleckstrin homology-like domain family A member 2*; WT, wild-type; WT(0x), WT dams carrying and caring for all *Phlda2*^−/+^ embryos (maternal inheritance of targeted allele, *Phlda2* loss of function); WT(1x), WT dams carrying and caring for all WT embryos; WT(2x), WT dams carrying >60% *Phlda2*^+/+BACx1^ embryos generated by crossing *Phlda2*^+/+BACx1^ dams and *Phlda2*^+/+BACx1^ studs.

To assess anxiety behaviour, we made use of the elevated plus maze (EPM) test on P2 (Fig 2A). Duration spent within the open and closed zones (F2, 36 = 1.44, *p* = 0.25) and frequency of entry into each arm (F2, 36 = 1.7, *p* = 0.19) did not differ between cohorts. There was no difference in time spent in the most anxiogenic open zone (F2, 36 = 0.16, *p* = 0.85). The total distance moved within each zone was the same (F2, 36 = 1.58, *p* = 0.22), and there was no difference between the speed of travel of the dams across the different zones (F2, 36 = 2.87, *p* = 0.069). There were no differences in rearing (duration or frequency), stretch-attend (duration or frequency), or head-dips (duration or frequency) in any zone (data in S2 Table).

On P3, dams were tested on the pup-retrieval task after 24-hour acclimatisation in Phenotyper cages. The time taken by dams to first sniff their pups did not vary with *Phlda2* dosage (F2, 36 = 1.1, *p* = 0.33; Fig 2C), indicating intact response to olfactory cues. However, the time taken to retrieve the first pup was different between the three groups (F2, 36 = 4.8, *p* = 0.015; Fig 2C). WT(0x) dams who carried and cared for offspring with the lowest expression of *Phlda2* took 3 times longer to retrieve their first pup compared to either WT(1x) dams (*p* = 0.01) or WT(2x) dams (*p* = 0.01; additional data in S2 Table).

### Nocturnal behaviour

Lactating dams are usually more active during the dark phase [58], which was observed with the WT(1x) dams exposed to the normal dose of *Phlda2* (*p* < 0.001; Fig 2D). In contrast, neither WT(0x) (*p* = 0.83) nor WT(2x) (*p* = 0.13) dams showed a difference in activity between light and dark phases. Although all three travelled similar distances over a 23-hour period (36,022 versus 39,191 versus 39,542; WT[2x] versus WT[1x] versus WT[0x]; F2, 36 = 5.1, *p* = 0.608), WT(0x) dams showed a tendency to be more active during the day, whereas WT(2x) dams were less active at night (Fig 2D). The time dams spent in the nest during the light phases was similar across the three cohorts (F2, 36 = 0.29, *p* = 0.75), but during the dark phase (F1, 25 = 5.8, *p* = 0.024; Fig 2E), WT(0x) dams spent more time in the nest compared to WT(1x) dams (*p* = 0.005; Fig 2E).

### Nest building

Dams showed differences in nest building behaviour (F2,36 = 4.3, *p* = 0.022; Fig 2F). On P4, WT(2x) dams were more effective at making nests and placing at least 1 pup in the nest than either WT(1x) (*p* = 0.05) or WT(0x) dams (*p* = 0.03). WT(0x) dams were least effective in this task, with only 1 WT(0x) dam building a nest and placing at least 1 pup within the nest during the 60-minute test. Consistent with success rate in this task, there were differences across the cohorts in time spent building nests (F2, 36 = 6.967, *p* = 0.003; Fig 2G), with WT(0x) dams spending less time building nests than either WT(1x) (*p* = 0.029) or WT(2x) dams (*p* = 0.002).

Isolation-induced ultrasonic vocalisations (USVs) are known to stimulate maternal behaviours such as nest building and pup retrieval [59, 60]. We found no difference between *Phlda2*^+/+^ and *Phlda2*^−/+^ (KO) pup vocalisation at P2 or P4 that might explain delayed retrieval or the failure to build nests (S4 Fig; data from naturally mated litters).

### Nursing and grooming

Pup retrieval and nest building are classic tests used to assess maternal behaviour but are not necessarily indicators of enhanced maternal care. Dams normally divide their time between nursing and grooming their pups (pup focused), maintaining themselves (self-directed), and nondirected maternal behaviours (protection of the young, nest building). During the nest building task, there is a conflict between these essential behaviours. Consistent with this conflict, during the task, there were differences in the duration and frequency of pup nursing (F2, 36 = 5.8, *p* = 0.007 and F2, 36 = 6.9, *p* = 0.003; Fig 3A). Dams exposed to the lowest dose of *Phlda2* (0x) engaged in crouched nursing for longer than dams exposed to the highest dose (WT[0x] versus WT[2x]; *p* = 0.005 and *p* = 0.003; Fig 3A). The number of crouched nursing events was greater for WT(0x) females, as was the number of passive nursing events (Fig 3A).

**Fig 3:**
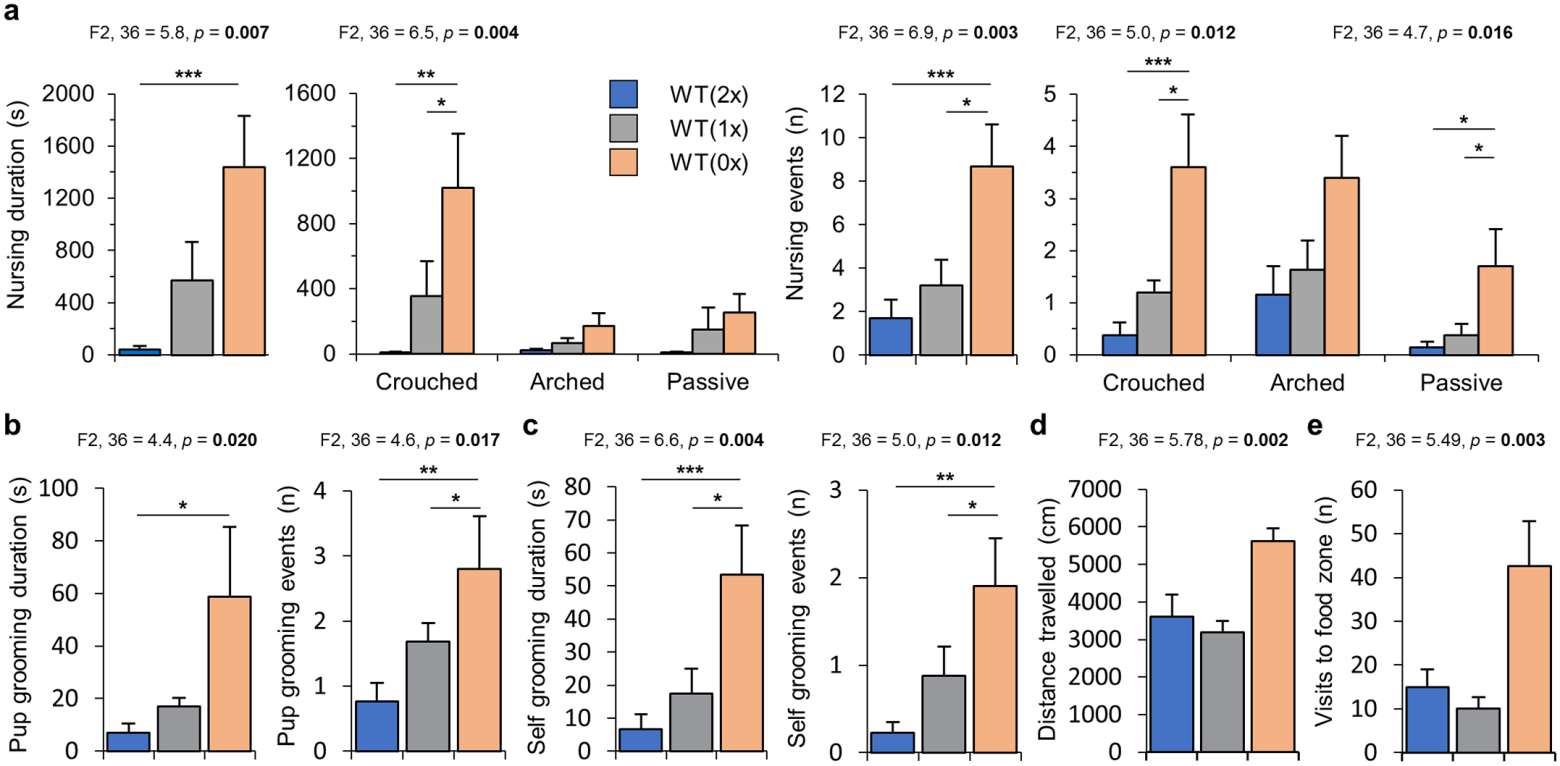
Alterations in priorities of ‘paternalised (0x)’ and ‘maternalised (2x)’ dams during the nest building task. (A) Nursing behaviours during the 1-hour nest building task. Duration of nursing (left panels) presented as total nursing duration and duration of crouched, arched, or passive nursing. Number of pup nursing events (right panels) presented as total events and by each category. (B) Duration spent grooming pups (left panel) and number of pup grooming events (right panel). (C) Duration spent self-grooming (left panel) and number of self-grooming events (right panel). (D) Ethovision tracking of distance travelled by dams during the nest building task. (E) Number of visits to the food zone during the nest building task. Additional data in S2 Table. Numerical data can be found at https://osf.io/543jg/ “RAW NUMERICAL DATA.xlsx”, Sheets labelled Nest_Building_Behaviour. Data are shown as mean ± SEM. Significance determined using one-way ANOVA Dunnet post hoc test. Statistical significance: *p < 0.05, **p < 0.01, and ***p < 0.005. WT(0x), WT dams carrying and caring for all *Phlda2*^−/+^ embryos (maternal inheritance of targeted allele, *Phlda2* loss of function); WT(1x), WT dams carrying and caring for all WT embryos; WT(2x), WT dams carrying >60% *Phlda2*^+/+BACx1^ embryos generated by crossing *Phlda2*^+/+BACx1^ dams and *Phlda2*^+/+BACx1^ studs.

Both the duration (F2, 36 = 4.39, *p* = 0.02) and frequency (F2, 36 = 4.59, *p* = 0.017) of pup grooming events was also different between the three groups (Fig 3B). WT(0x) dams spent 5 times longer grooming their pups (*p* = 0.02) and engaged in twice the number of grooming events (*p* = 0.012) than WT(2x) dams. In addition to changes in pup-directed behaviour, dams differed in both the duration (F2, 36 = 6.61, *p* = 0.004) and frequency (F2, 36 = 4.4, *p* = 0.02) of self-grooming (Fig 3C). WT(0x) spent longer than either WT(1x) (*p* = 0.021) or WT(2x) dams (*p* = 0.003) in self-grooming and engaged in self-grooming more frequently (*p* = 0.02 and *p* = 0.01, respectively). WT(0x) dams travelled further during the nest building task (Fig 3D) and visited the food zone more often during the nest building task than dams exposed to higher doses of *Phlda2* (Fig 3E). Additional data are in S2 Table. As the dosage of *Phlda2* decreased in the offspring, dams spent more time caring for their pups and maintaining themselves and less time on the ‘housekeeping’ task.

### Pup welfare

Pup growth can be regarded as a measure of maternal care correlating with time spent nursing and lactation. *Phlda2*^+/+BACx1^ and *Phlda2*^*−/+*^ foetuses were approximately 16% lighter than *Phlda2*^*+/+*^ foetuses at E16.5 (S2 Fig). Pups were not weighed at birth to avoid disturbing the dams in this critical period, but by P7, there was no difference in pup weight between the three cohorts (F2, 164 = 1.89, *p* = 0.15; S2 Table). Adequate preweaning weight gain indicated that the altered maternal behaviour did not negatively impact pup welfare, at least in the short term.

### Prenatal programming versus postnatal stimulation

Our understanding of the function of *Phlda2* in placental endocrine lineage development alongside alterations in the maternal brain that preceded exposure to the pups suggested the prenatal programming of the behavioural changes. To test this theory, WT dams exposed in utero to *Phlda2*^*−/+*^ (1x) or *Phlda2*^*−/+*^ (0x) embryos were provided with fully WT pups immediately after birth (Fig 4A), followed by an assessment of behaviours previously shown to be altered in WT(0x) dams. Delayed retrieval was not different between the two groups (Fig 4B). WT(0x)^wt^ dams (WT dams carrying all *Phlda2*^−/+^ embryos and caring for all WT pups) were less effective at nest building than WT(1x)^wt^ dams (WT dams carrying all WT embryos and caring for all WT pups from a different WT litter), despite a similar duration and number of events (Fig 4C). Total number of nursing events was greater for WT(0x)^wt^ dams (F1, 30 = 4.33, *p* = 0.046), with arched nursing events showing the greatest difference between the two groups (F1, 30 = 8.58, *p* = 0.006) (Fig 4D). Both the duration and number of pup grooming events by WT(0x)^wt^ dams were increased relative to WT(1x)^wt^ dams (F1, 30 = 6.74, *p* = 0.014 and F1, 30 = 5.0, *p* = 0.033; Fig 4E). Self-grooming behaviour was similar between the two groups (Fig 4F). Additional data are in S3 Table.

**Fig 4:**
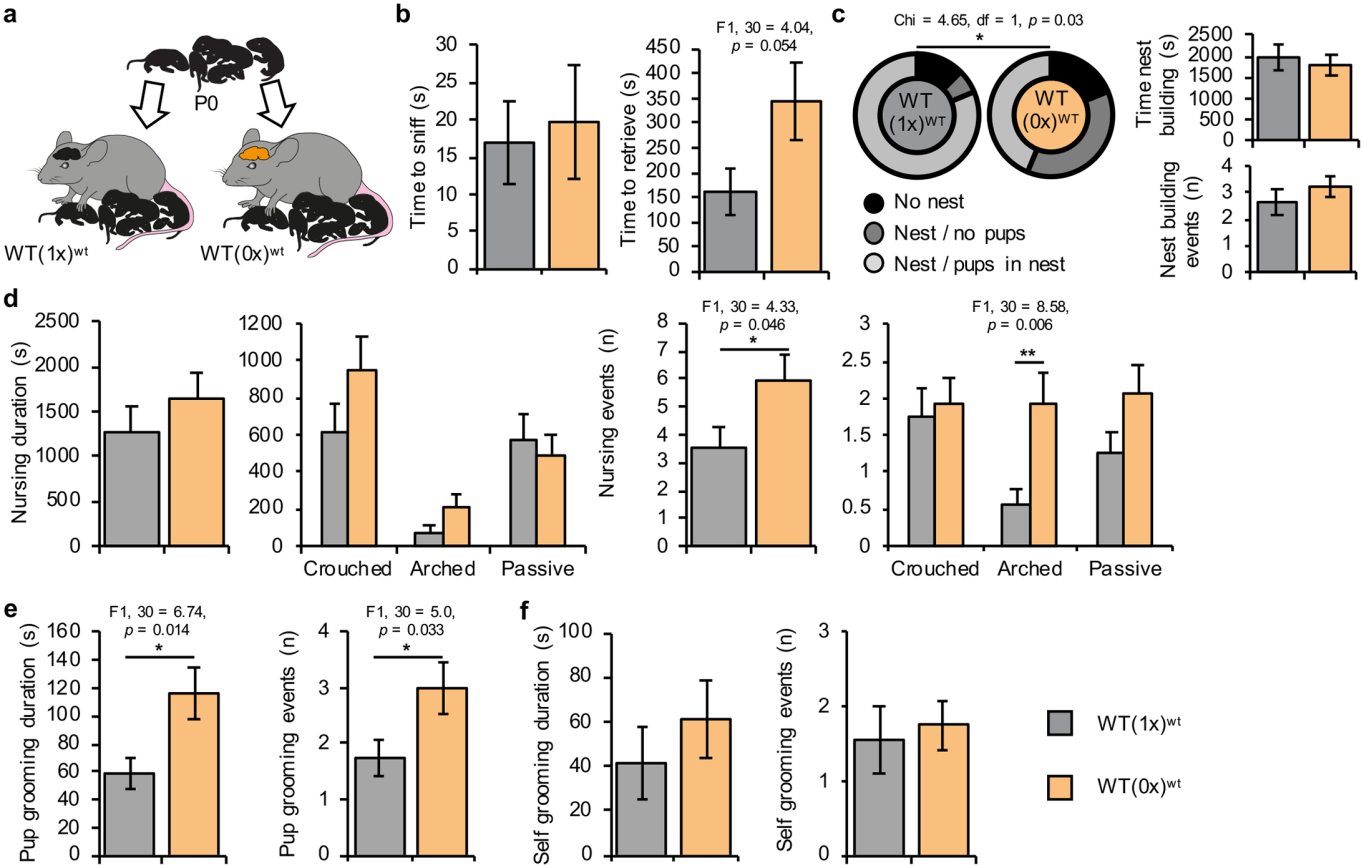
Increased maternal care by ‘paternalised’ (0x) dams maintained in the absence of cues from *Phlda2*^−/+^ (KO) pups. (A) Schematic of behavioural paradigm. WT(1x) and WT(0x) dams were generated by recipient transfer. On day of delivery, WT pups born from WT(1x) dams were fostered to nonparental WT(1x) dams or WT(0x) dams to generate WT(1x)^wt^ (*n* = 15) and WT(0x)^wt^ (*n* = 15) cohorts and left for 3 days to acclimatise in the home cage. (B) Pup retrieval in home cage on P3. Time taken to sniff (left) and time taken to retrieve first pup (right). (C) Nest quality (left), duration of nest building (middle), and nest building events (right) scored on P4. Dams were scored based on their ability to build a nest during a 1-hour test. Seven out of 15 WT(0x)^wt^ dams built nests and placed fostered pups inside within 60 minutes, compared to 13 out of 15 WT(1x)^wt^ dams. (D) Duration and number of total nursing events (left) and by type of nursing (right) during 60-minute nest building task. (E) Duration (top) and number (bottom) of pup grooming events during 60-minute nest building task. (F) Duration and number self-grooming events during 60-minute nest building task. Additional data in S3 Table. Numerical data can be found at https://osf.io/543jg/ “RAW NUMERICAL DATA.xlsx”, Sheets labelled CrossFostering, CrossFostering_Retrieval. Data shown as mean ± SEM. Significance determined using one-way ANOVA. KO, knockout; P, postnatal day; *Phlda2*, *pleckstrin homology-like domain family A member 2*; WT, wild-type; WT(0x), WT dams carrying and caring for all *Phlda2*^−/+^ embryos (maternal inheritance of targeted allele, *Phlda2* loss of function); WT(0x)^wt^, WT dams carrying all *Phlda2*^−/+^ embryos and caring for all WT pups; WT(1x), WT dams carrying and caring for all WT embryos; WT(1x)^wt^, WT dams carrying all WT embryos and caring for all WT pups from a different WT litter).

Despite the significant disruption imposed by removing their own newborns and replacing them with another dam’s newborns on the day of birth, WT(0x)^wt^ dams retained their enhanced nursing and grooming behaviours 4 days later. These data support prenatal programming of at least some aspects of the maternal care phenotype. Moreover, replicating our findings from the original experiment demonstrates that the phenotype is robustly reproducible.

## Discussion

Previous studies have shown that imprinted genes expressed in the dam are required for high-quality maternal care provision [9–11]. Loss of expression of imprinted genes in the offspring can also negatively influence maternal care postnatally through reduced demand for milk [61] or reduced communication by the pups [12]. Here, we show that the offspring can influence the maternal care they will receive even before they are born by modulating expression of the imprinted *Phlda2* gene in their placenta. Critically, this is a rare example of an alteration that elicits enhanced care from the mother, reproducible over two independent studies. The direction of imprinting (paternalisation) supports our original hypothesis that silencing of *Phlda2* in the male germline contributed to the evolution of enhanced maternal care in mammals.

In mammals, male involvement in the care of young is rare, although not unknown [62], because only females lactate, and internal fertilisation ensures maternity but not paternity. Genomic conflict over maternal care predicts that ‘paternalisation’ should result in increased maternal care, securing higher maternal investment [5]. However, this investment should not come at a substantial cost to maternal well-being, as pups are dependent on the mother until weaning. Consistent with this, we observed that ‘paternalised (0x)’ dams exposed to the lower *Phlda2* dose spent more time nursing and grooming their pups and more time on self-maintenance behaviours than maternalised (2x) dams. Indeed, it may be that paternal silencing of *Phlda2* increases the fitness of the mothers, at least in the short term while caring for her litter. Importantly, despite removing newborn pups from the nest and replacing them with WT pups, paternalised (0x) dams retained their enhanced nurturing behaviour in the absence of continued exposure to genetically modified offspring 4 days later. Not only does this finding support a prenatal mechanism, our ability to replicate findings at a different time and under considerably more disruptive circumstances demonstrates the robustness of the phenotype. In contrast, WT(2x) dams exposed to the higher dose of *Phlda2* in their offspring spent less time grooming and nursing their pups and less time on self-grooming. In most behaviours, WT(1x) dams displayed either an intermediate phenotype or were similar to WT(2x) dams. Changes in nurturing behaviour were subtle, and the decreased nurturing observed with WT(2x) dams did not have an immediate impact on pup welfare. Following up the longer-term metabolic and behavioural outcomes for the offspring will be required to fully establish the consequences of decreased maternal care. Poor maternal care can be passed on [2, 63, 64], and it will be equally interesting to ask whether the altered behaviour persists in subsequent pregnancies.

Maternal nurturing was increased in response to the lower dose of *Phlda2*, but WT(0x) dams were slower to retrieve their first pup. Dams locate displaced pups through olfactory and auditory cues. Dams from the three groups were equally effective at locating and sniffing their pups, and *Phlda2*^*−/+*^ pups made normal USVs when separated from their mothers, arguing against a major deficit in either medium. Rat dams can selectively retrieve the best-developed pups of the litter [65]. Both *Phlda2*^*−/+*^ or *Phlda2*^*+/+BACx1*^ pups are growth restricted at birth [41, 54], and the delay in WT(0x)^wt^ dams retrieving the foster WT pups was not statistically significant. It is possible that the quality of the offspring is responsible for the observed delay in retrieval. WT(0x) females were less focused on nest building, spending a shorter duration on this task, with fewer events and with only 1/13 females successfully building a nest and placing at least 1 pup inside. In contrast, WT(2x) dams showed greater focus on nest building, spending longer on this task, with an increased number of events and 7/13 dams successfully completing the task, performing even better than WT(1x) dams. When pups are displaced from the nest, dams normally rapidly return pups [66], with both retrieval and nest building important for neonatal pup thermoregulation. Pup retrieval and nest building are classically used to assess maternal behaviour, but these behaviours per se are not necessarily an indicator of ‘good mothering’. During nest building, there is a conflict between the time the dam spends on the nest and the time spent direct nurturing her pups and herself. Although more elaborate nest building and pup retrieval are necessary aspects of maternal behaviour, one interpretation is that paternalised (0x) dams are better mothers, as they are more focused on direct nurturing.

The most simple explanation for our findings is that alterations in priming of mammary development by placental lactogens drive increased or decreased milk availability, impacting nursing behaviour with altered nest building as a secondary effect. However, dams with lactation deficits can initiate normal maternal behaviour [67, 68]. Moreover, changes in the dams’ hypothalamic and hippocampal transcriptomes were present 4 days before birth, indicating a prenatal component. The programming of maternal behaviour during pregnancy requires prolonged exposure to a number of hormones expressed from, or dependent on, the placenta. *Phlda2* plays a key role in restricting the expansion of the spongiotrophoblast, which is the major endocrine cell type of the placenta [69]. Just 2-fold expression of *Phlda2* prevents the expansion of this lineage by 50%, with a concurrent decrease in the expression of spongiotrophoblast-expressed hormones, while loss of expression results in a 200% increase in spongiotrophoblast and increased hormone expression [41]. Consistent with a direct action of hormones on the maternal brain, analysis of hypothalamic and hippocampal pathways identified alterations in GPCR pathways through which neuropeptides and hormones mediate their action. Olfactory transduction pathways important for maternal care [15, 70, 71] were altered in both the maternal hippocampus and hypothalamus. Olfaction is important for pup recognition connected to the emotional system regulating social motor behaviour, which is initiated by odour, and the way in which positive signals of rewards are valued, which are important for mother–pup bonding. The hippocampal olfactory circuit is linked to odour-guided learning and memory, potentially also influencing mother–pup bonding. The gonadotropin-releasing hormone signalling pathway altered in the hippocampus has been implicated in maternal care and is known to respond to prolactin via this receptor [72, 73]. Placental lactogens have previously been implicated in the induction of maternal care [18], potentially via an interaction with the prolactin receptor [22, 23], expressed in both the maternal hippocampus and hypothalamus [74]. Together, these data suggest changes in the expression of one or more placental lactogens contribute to the changes in behaviour we observe in our dams. In mice, there are 22 placenta-specific, Prl-related genes expressed from the trophoblast giant cells, spongiotrophoblast, and glycogen cell lineages [16, 75]. Of these, Prl3d1 (PL-I) and Prl3b1 (PL-II) have been shown formally to bind to the Prl receptor [21]. Prl3b1 is the dominant form during the second half of pregnancy [76], and expression of this hormone is significantly affected by loss and gain of the spongiotrophoblast mediated by *Phlda2* [41, 53]. However, while it seems likely that *Phlda2* acts, at least in part, on maternal behaviour via regulating the production of *Prl3b1*, given the complexity of maternal care, it is unlikely that *Phlda2* functions via a single hormone or pathway.

While we have not sought here to identify the specific hormone(s) that contributes to the prenatal programming of maternal care, we have shown that imprinted genes can overcome the rapid evolution of placental hormone gene families [77] by regulating the lineages that express these hormones rather than directly regulating individual hormones, at least in mice. The placenta is the most diverse organ in mammals [78, 79], and this phenomenon may not be conserved across species. We have previously reported that in human pregnancies, placental *PHLDA2* expression is inversely correlated with maternal serum human placental lactogen [80]. It remains to be seen if this relationship applies to other eutherian mammals.

In summary, our data provide further support for conflict related to pregnancy in mammals [81] and the prediction that placental hormones (or genes that regulate placental hormones) might be imprinted [82]. This is also a very rare, possibly unique, example of increased maternal care prenatally programmed by a single gene modification in the offspring. *Phlda2* acquired an imprinted status during the transition from a marsupial to eutherian mode of reproduction [83], raising the intriguing possibility that imprinting of *Phlda2* contributed to increased maternal care during the evolution of mammals (Fig 5). As a final point, this study may also have important implications for human health. Elevated placental *PHLDA2* is a common findings in foetal growth restriction [84], which is associated with mood disorders in human pregnancies [85]. It will be important to know whether human mothers carrying infants with elevated placental *PHLD*A2 also show deficits in maternal behaviour.

**Fig 5:**
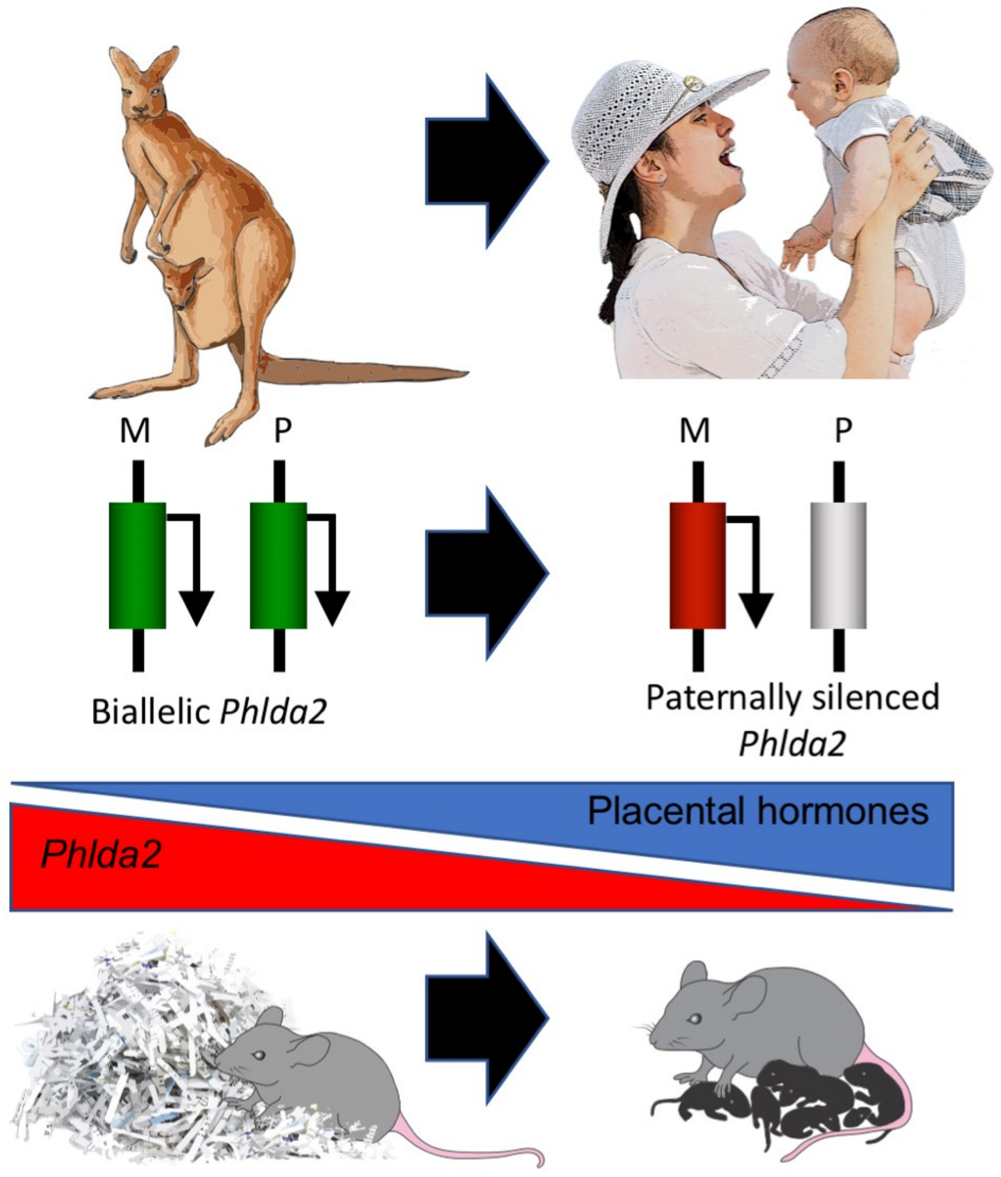
*Phlda2* imprinting may have increased maternal care provision during the evolution of mammals. *Phlda2* regulates the production of placental hormones by controlling lineage allocation in the placenta. Decreasing *Phlda2* expression through imprinting increases placental hormone production, programming the mother to increase her focus on nurturing her young. Maternal silencing of *Phlda2* occurred after marsupials diverged from eutherian mammals more than 160 million years ago. Postpartum development in marsupials predominantly takes place in a pouch, with maternal care being most prominent after the young leave the pouch. In contrast, the eutherian mother is primed during pregnancy to display sophisticated maternal nurturing from birth, raising the intriguing possibility that imprinting of *Phlda2* contributed to the evolution of maternal care in mammals. *Phlda2*, *pleckstrin homology-like domain family A member 2*.

## Materials and methods

### Ethics statement

Animal studies and breeding were approved by the University of Cardiff’s ethical committee, performed under a United Kingdom Home Office project license (RMJ; PPL 3003134), and abide by ARRIVE guidelines. At the end of the study, animals were euthanised as required by the UK Home Office.

### Mouse strains and genotyping

Mice were housed in a conventional unit on a 12-hour light–dark cycle with lights coming on at 07:00 hours, with a temperature range of 21 °C +/− 2 °C, with free access to tap water and standard chow. The *Phlda2*-targeted allele [52] and the *Phlda2* BAC transgenic line [53] were maintained (>12 generations) and studied on the 129S2/SvHsd (129) strain background, with control embryos and recipient females generated from a concurrently maintained, fully WT 129 colony. Embryos and pups were genotyped as previously described [52, 53].

### Recipient transfer

To generate experimental dams, 5–7-week-old virgin female mice of the appropriate genotype (*Phlda2*^+/+^, *Phlda2*^−/−^, or *Phlda2*^+/+BACx1^) were superovulated by 5 units (100 μl) intraperitoneal pregnant mare serum followed by 5 units (100 μl) intraperitoneal human chorionic gonadotropin 44–48 hours later, and mated with either WT or *Phlda2*^+/+BACx1^ stud males. Embryos were flushed from oviducts in M2 media (Sigma) 2 days after a discernible plug on E1.5 and incubated at 37 °C under 5% CO_2_ for 1–2 hours in KSOM (Specialty Media) before 14–16 embryos were transferred via bilateral oviduct transfer into E0.5 pseudopregnant WT 129 females aged 5–7 weeks. *Phlda2*^+/+BACx1^ animals carry a single copy of a nonimprinted 85-kb transgene spanning the genomic *Phlda2* locus [54]. Homozygosity was found to be unviable, and 2 heterozygous animals were mated to generate embryos with only litters with >60% transgenic pups used in the downstream analysis. Pregnant females were either killed at E16.5 or taken to term for the behavioural analysis. Day of delivery (D0) and litter size were recorded. Dams with litter sizes between 6 and 12 live pups were used for analysis, and there were no significant differences in litter size within any experiment (Data in S2 and S3 Tables). All experimental samples were generated by recipient transfer.

### Microarray

Dams were weighed and euthanised at E16.5 by cervical dislocation; whole brains were rapidly removed, followed by fine dissection of the hypothalamus and hippocampus, which were rapidly frozen on dry ice. RNA was prepared by homogenisation in RNA-Bee (Ams Biotechnology) following manufacturer’s instructions, and RNA concentration was evaluated using a NanoDrop Spectrophotometer, with RNA concentration adjusted to approximately 1 μg/μl using 10 mM Tris (pH 8). Gene expression analysis was performed using the Affymetrix GeneChip Mouse Gene 2.0 ST Array. Microarray data analysis was performed using the R programming language. Linear Model for Microarray data Analysis (LIMMA) was used to identify differentially expressed (DE) genes between all pairwise comparisons across the sample groups to generate heat maps of changes in gene expression levels at a *p* value <0.05. Pathway analysis was performed using Database for Annotation Visualization and Integrated Discovery (DAVID) and iPathwayGuide [86–88]. Impact analysis uses two types of evidence to define the most greatly affected pathways affected in a system: (i) the overrepresentation of DE genes in a given pathway and (ii) the perturbation of that pathway, computed by propagating the measured expression changes across the pathway topology. The first probability, pORA, expresses the probability of observing the number of DE genes in a given pathway that is greater than or equal to the one observed by random chance. The second probability, pAcc, was calculated based on the amount of total accumulation measured in each pathway. A perturbation factor was computed for each gene on the pathway. The two types of evidence, pORA and pAcc, were combined into one final pathway score by calculating a *p* value using Fisher’s method. This *p* value was then corrected for multiple comparisons using false discovery rate (FDR) or Bonferroni corrections.

### EPM

The EPM test was carried out on P2 when dams were in their home cage between 8:00 AM and 10:00 AM hr to evaluate anxiety levels. Each new dam was given 10–15 minutes to habituate to the test room before embarking on the test away from her pups. The EPM consisted of 2 opposite open arms and 2 opposite closed arms (19 cm × 8 cm × 15 cm; length × width × height) elevated 1 metre above ground. The middle section that allows the animal to transit from arm to arm consisted of a square with dimensions of 12 × 12 cm. Testing was carried out under low light conditions (230 lux on open sections). Each mouse was placed in the centre of the maze, and the amount of time spent in each arm was recorded automatically by EthoVision XT 8.0 video tracking software (Noldus Information Technology, Netherlands) over 5 minutes. Frequency and duration of rearing, stretch-attend, and head-dips over the end or side of the open arms were recorded.

### Pup retrieval

Pup retrieval and nest building took place on P3 between 8:00 AM and 10:00 AM after a 24-hour habitation period in the Phenotyper cage (Noldus, Netherlands). Cages were equipped with cameras in the roof for video recording, and activity was tracked using Ethovision XT software (Noldus Information Technology, Netherlands). The dam was removed from her cage, and her pups were removed from the nest. Pups were placed at the opposite end of the cage. The female was returned to her cage in the opposite corner to the pups and nest, and the latency to sniff and then retrieve the first pup was recorded. Video recording was continued for the following 23 hours before the nest building task, and videos were analysed by 2 researchers blind to the experimental groups.

### Nest building

The quality of the nest building was scored on P4 between 8:00 AM and 10:00 AM. The Phenotyper recording was paused 23 hours into the recording. Dams, pups, and nests were removed to the original home cage. A cardboard tube (International Product Supplies, UK) and 30 x 30 cm strips of tissue paper were placed in the Phenotyper cage, pups were placed next to the new bedding material, dams were returned to the cage, and recording resumed for 1 hour. Nest quality and presence of pups in the nest were scored from videos, using a simple scale of no nest, nest built but no pups, or nest built and pups inside the nest, by 2 researchers blind to the genotype of the pups. Distance moved during this trial and visits to virtual ‘zones’ were calculated automatically using Ethovision XT software. Behaviours scored were total, crouched, arched, and passive nursing, grooming of pups, contacts with pups, self-grooming, and visits to food hopper or water zone.

### WT pup fostering

WT(1x) and WT(0x) dams were generated by recipient transfer by the same protocol used to generate the original groups. Dams were checked every 6–8 hours from E19.5 for the presence of pups. When newly born pups were found at the same time in both models, WT pups were removed from their dams, and 6 WT pups were either fostered to a WT(0x) dam or to a different WT(1x) dam (control). All litters were then left undisturbed in Phenotypers until testing from P3.

### USV recording

USV was performed on fully WT pups and fully *Phlda2*^−/−^ pups on P2 in a separate cohort generated by natural mating. The dam’s litter was removed from the home cage and placed in a separate home cage. USVs made by the pups were recorded for 180 seconds using Avisoft-UltraSoundGate 116Hb (Avisoft Bioacoustics e.K., Germany).

### Statistical analysis

The experimental data for the all the behavioural tests were analysed using SPSS Version 23 (SPSS, United States of America) unless otherwise stated. All behavioural data were presented as mean values with the standard error of the mean (± SEM) also displayed. Each behavioural test was analysed separately according to genotype, followed by any appropriate comparisons between genotypes or across genotypes. This was done using separate ANOVAs for various between-subject factors of genotype and within-subject factors.

## Supporting information

S1 Table Some examples of rodent models reporting altered maternal behavioural phenotypes. Examples of enhanced or induced maternal behaviour highlighted in bold text.
(DOCX)

S2 Table Data from behavioural assessment of wild-type dams exposed to different doses of *Phlda2* in their offspring. *Phlda2*, *pleckstrin homology-like domain family A member 2*.
(DOCX)

S3 Table Data from behavioural assessment of WT dams exposed to different doses of *Phlda2* prenatally and WT pups postpartum. *Phlda2*, *pleckstrin homology-like domain family A member 2*; WT, wild-type.
(DOCX)

S1 Fig Gene expression levels in mature mouse placenta. Mouse ENCODE transcriptome data. In red, genes with a lower RPKM value than 1 (genes that are not expressed in placenta); in black, genes with a higher RPKM value than 1. (A) Graph representation of gene expression levels of the different pathways represented plus gene expression levels of placental genes. (B) Steroid hormones. (C) Serotonin. (D) Dopamine, noradrenaline, adrenaline. (E) Oxytocin (labelled ‘Oxy’). (F) Arginine vasopressin (labelled ‘Arg/Vas’). *Altered in *Phlda2* mutant placenta. (G) Expression levels in mature mouse placenta. Mouse ENCODE transcriptome data. Count: approximate total reads mapped to gene transcript features. In red genes with a lower RPKM value than 1 (genes that are not expressed in placenta), in black genes with a higher RPKM value than 1. *Phlda2*, *pleckstrin homology-like domain family A member 2*; RPKM, reads per kilobase per million reads placed.
(TIFF)

S2 Fig Litter size, foetal, and pup weights. (A) Significant difference in foetal weight at E16.5 across the three models (F2, 254 = 4.7, *p* = 0.045). (B) No difference in litter size across three models (F2, 36 = 0.83, *p* = 0.45). (C) Adequate catch-up growth of both *Phlda2*^−/+^ and *Phlda2*^+/+BACx1^ pups by P7. Numerical data can be found at https://osf.io/543jg/ “RAW NUMERICAL DATA.xlsx”, Sheets labelled Litter_Size_Weight. E, embryonic day; P, postnatal day.
(TIFF)

S3 Fig Signalling pathways, biological processes, and molecular functions altered in maternal hypothalamus and hippocampus with *P* values. Raw data can be found using accession number: GSE115276.
(TIF)

S4 Fig USVs at P2 and P4 from naturally mated fully wild-type and *Phlda2*^*−/+*^ (KO) litters. Wild-type pups were generated by mating wild-type, virgin females, aged 5–7 weeks, with wild-type, experienced studs (*n* = 4). *Phlda2*^−/+^ pups were generated by mating homozygous *Phlda2*^−/−^ virgin females aged 5–7 weeks with wild-type, experienced studs (*n* = 4). Pup USVs were recorded using Avisoft-UltraSoundGate 116Hb (Avisoft Bioacoustics e.K., Germany) over 180 seconds on P2 and P4. Numerical data can be found at https://osf.io/543jg/ “RAW NUMERICAL DATA.xlsx”, Sheets labelled USV. KO, knockout; P, postnatal day; USV, ultrasonic vocalisation.
(TIFF)

S1 ARRIVE Checklist

## Abbreviations

129S2/SvHsd: 129
BAC: bacterial artificial chromosome
DAVID: Database for Annotation Visualization and Integrated Discovery
DE: differentially expressed
E: embryonic day
EPM: elevated plus maze
FDR: false discovery rate
GO: gene ontology
GPCR: G protein–coupled receptor
KO: knockout
P: postnatal day
*Peg1*: *paternally expressed gene 1*
*Peg3*: *paternally expressed gene 3*
PH: pleckstrin homology
*PHLDA2*: *pleckstrin homology-like domain family A member 2*
USV: ultrasonic vocalisation
WT(0x): WT dams carrying and caring for all *Phlda2*^−/+^ embryos (maternal inheritance of targeted allele, *Phlda2* loss of function)
WT(0x)^WT^: WT dams carrying all *Phlda2*^−/+^ embryos and caring for all WT pups
WT(1x): WT dams carrying and caring for all WT embryos
WT(1x)^WT^: WT dams carrying all WT embryos and caring for all WT pups from a different WT litter
WT(2x): WT dams carrying >60% *Phlda2*^+/+BACx1^ embryos generated by crossing *Phlda2*^+/+BACx1^ dams and *Phlda2*^+/+BACx1^ studs
WT: wild-type

# Supplementary material for: Maternal care boosted by paternal imprinting in mammals
**Source:** PLoS Biol. 2018 Jul 31;16(7):e2006599. doi: 10.1371/journal.pbio.2006599
**Supplement:** S3 Table — Phlda2, pleckstrin homology-like domain family A member 2; WT, wild-type.

| **Dams genotype/dosage** | | **ANOVA** | **WT (1x)wt**  **± SEM**  **n = 15** | **WT(0x)wt**  **± SEM**  **n = 15** |
| --- | --- | --- | --- | --- |
| Offspring prenatal genotype | |  | WT (*Phlda2*^+/+^) | KO (*Phlda2*^-/+^) |
| Offspring genotype post fostering | |  | WT (*Phlda2*^+/+^) | WT (*Phlda2*^+/+^) |
| Litter size (born)  (6 WT pups fostered to dam) | | (F1, 30 = 0.49, p = 0.49) | 8.6 ± 0.42 | 7.7 ± 0.53 |
| WT pup weight P0 | | (F1, 364 = 0.33, p = 0.57) | 1.35 ± 0.01 | 1.36 ± 0.01 |
| WT pup weight P21 | | (F1, 191 = 0.024, p = 0.88) | 10.89 ± 0.13 | 10.86 ± 0.07 |
| Pup retrieval (P3) | latency to sniff | (F1, 30 = 0.08, p = 0.78) | 19.7 ± 7.7 | 17.0 ± 5.7 |
|  | latency to retrieve | (F1, 30 = 4.04, p = 0.054) | 342.7 ± 78.4 | 160.3 ± 45.7 |
|  | nest  duration | (F1, 30 = 0.23, p = 0.64) | 532.6 ± 181.0 | 684.5 ± 263.3 |
|  | nest zone  visits | (F1, 30 = 0.15, p = 0.71) | 79.5 ±13.6 | 86.4 ± 12.1 |
|  | food zone  duration | (F1, 30 = 0.40, p = 0.53) | 120.5 ± 79.1 | 65.65 ± 35.6 |
|  | food zone  visits | (F1, 30 = 0.053, p = 0.82) | 10.6 ± 2.4 | 9.9 ± 2.4 |
|  | water zone  duration | (F1, 30 = 0.88, p = 0.36) | 63.0 ± 42.6 | 22.8 ± 4.1 |
|  | water zone  visits | (F1, 30 = 0.69, p = 0.41) | 10.2 ± 2.2 | 12.5 ± 1.8 |
|  | distance moved | (F1, 30 = 0.42, p = 0.53) | 2042.9 ± 234.6 | 2357.3 ± 427.6 |
|  | velocity | (F1, 30 = 0.55, p = 0.46) | 2.6 ± 0.25 | 2.9 ± 0.3 |
| Nest building (P4) | number of nests built with pups | Chi-Squared  Chi = 4.65, df = 1, p = **0.03** | 7 (43.8%) | 13 (81.3%) |
|  | nest building  duration | (F1, 30 = 0.008, *p* = 0.93) | 1975.8 ± 279.5 | 1806 ± 233.6 |
|  | Nest building  events | (F1, 30 = 0.12, *p* = 0.73) | 2.63 ± 0.39 | 3.25 ± 0.49 |
|  | nest zone  duration | (F1, 30 = 0.008, p = 0.93) | 1258.7 ± 187.4 | 1277.3 ± 196.8 |
|  | nest zone  visits | (F1, 30 = 0.12, p = 0.73) | 194.1 ± 28.2 | 213.94 ± 34.9 |
|  | total nursing duration | (F1, 30 = 0.87, p = 0.360) | 1654.4 ± 288.0 | 1262.2 ± 308.2 |
|  | total nursing events | (F1, 30 = 4.33, p = **0.046**) | 5.9 ± 0.9 | 3.6 ± 0.7 |
|  | crouched nursing duration | (F1, 30 = 2.0, p = 0.17) | 953.4 ± 181.1 | 616.3 ± 154.1 |
|  | crouched nursing events | (F1, 30 = 0.15, p = 0.71) | 1.9 ± 0.3 | 1.8 ± 0.4 |
|  | arched nursing duration | (F1, 30 = 3.23, p = 0.082) | 212.9 ± 67.4 | 75.5 ± 36.2 |
|  | arched nursing events | (F1, 30 = 8.58, p = **0.006**) | 1.9 ± 0.4 | 0.56 ± 0.2 |
|  | passive nursing duration | (F1, 30 = 0.19, p = 0.67) | 488.1 ± 119.0 | 570.3 ± 149.1 |
|  | passive nursing events | (F1, 30 = 2.83, p = 0.10) | 2.1 ± 0.4 | 1.3 ± 0.3 |
|  | contact with pups events | (F1, 30 = 16.9, p < **0.001**) | 4.1 ± 0.5 | 1.8 ± 0.3 |
|  | pup grooming  duration | (F1, 30 = 6.74, p = **0.014**) | 116.5 ± 18.9 | 58.7 ± 11.8 |
|  | pup grooming events | (F1, 30 = 5.0, p = **0.033**) | 3.0 ± 0.4 | 1.6 ± 0.3 |
|  | self-grooming duration | (F1, 30 = 0.72, p = 0.404) | 61.5 ± 17.4 | 41.3 ± 16.3 |
|  | self grooming events | (F1, 30 = 0.11, p = 0.74) | 1.8 ± 0.3 | 1.6 ± 0.5 |
|  | food zone  duration | (F1, 30 = 1.9, p = 0.18) | 75.6 ± 29.6 | 130.4 ± 29.6 |
|  | food hopper  visits | (F1, 30 = 0.24, p = 0.63) | 10.6 ± 2.0 | 11.9 ± 2.3 |
|  | water zone  duration | (F1, 30 = 0.13, p = 0.72) | 14.9 ± 7.1 | 10.5 ± 5.5 |
|  | water zone  visits | (F1, 30 = 0.053, p = 0.82) | 3.3 ± 0.9 | 3.9 ± 0.9 |
|  | distance travelled | (F1, 30 = 0.005, p = 0.94) | 3825.8 ± 531.0 | 4022.2 ± 360.7 |
|  | velocity | (F1, 30 = 0.15, p = 0.70) | 2.00 ± 0.2 | 2.1 ± 0.2 |
| 23 hrs - overall | nest frequency | (F1, 30 = 0.03, p = 0.87) | 758.6 ± 94.1 | 778.6 ± 75.2 |
|  | nest duration | (F1, 30 = 0.72, p = 0.40) | 10092.1 ± 2391.4 | 12807.6 ± 2152.8 |
|  | food duration | (F1, 30 = 0.58, p = 0.45) | 5806.8 ± 984.1 | 4909.9 ± 686.3 |
|  | food frequency | (F1, 30 = 5.1, p = **0.03**) | 411.1 ± 39.9 | 307.7 ± 24.6 |
|  | water duration | (F1, 30 = 0.38, p = 0.54) | 1731.2 ± 519.1 | 1415.7 ± 126.3 |
|  | water frequency | (F1, 30 = 0.68, p = 0.42) | 189.7 ± 28.9 | 163.5 ± 15.1 |
|  | distance moved | (F1, 30 = 1.29, p = 0.26) | 24691 ± 1656 | 29961 ± 2499 |
|  | velocity | (F1, 30 = 0.00, p = 0.99) | 1.2 ± 0.1 | 1.2 ± 0.1 |

# Supplementary material for: Maternal care boosted by paternal imprinting in mammals
**Source:** PLoS Biol. 2018 Jul 31;16(7):e2006599. doi: 10.1371/journal.pbio.2006599
**Supplement:** S1 ARRIVE Checklist

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny¹, William J Browne², Innes C Cuthill³, Michael Emerson⁴ and Douglas G Altman⁵

	ITEM	RECOMMENDATION	Section/<br>Paragraph
Title	1	Provide as accurate and concise a description of the content of the article as possible.	✓
Abstract	2	Provide an accurate summary of the background, research objectives, including details of the species or strain of animal used, key methods, principal findings and conclusions of the study.	✓
INTRODUCTION			
Background	3	a. Include sufficient scientific background (including relevant references to previous work) to understand the motivation and context for the study, and explain the experimental approach and rationale.<br>b. Explain how and why the animal species and model being used can address the scientific objectives and, where appropriate, the study's relevance to human biology.	
Objectives	4	Clearly describe the primary and any secondary objectives of the study, or specific hypotheses being tested.	
METHODS			
Ethical statement	5	Indicate the nature of the ethical review permissions, relevant licences (e.g. Animal [Scientific Procedures] Act 1986), and national or institutional guidelines for the care and use of animals, that cover the research.	
Study design	6	For each experiment, give brief details of the study design including:<br>a. The number of experimental and control groups.<br>b. Any steps taken to minimise the effects of subjective bias when allocating animals to treatment (e.g. randomisation procedure) and when assessing results (e.g. if done, describe who was blinded and when).<br>c. The experimental unit (e.g. a single animal, group or cage of animals).<br>A time-line diagram or flow chart can be useful to illustrate how complex study designs were carried out.	
Experimental procedures	7	For each experiment and each experimental group, including controls, provide precise details of all procedures carried out. For example:<br>a. How (e.g. drug formulation and dose, site and route of administration, anaesthesia and analgesia used [including monitoring], surgical procedure, method of euthanasia). Provide details of any specialist equipment used, including supplier(s).<br>b. When (e.g. time of day).<br>c. Where (e.g. home cage, laboratory, water maze).<br>d. Why (e.g. rationale for choice of specific anaesthetic, route of administration, drug dose used).	
Experimental animals	8	a. Provide details of the animals used, including species, strain, sex, developmental stage (e.g. mean or median age plus age range) and weight (e.g. mean or median weight plus weight range).<br>b. Provide further relevant information such as the source of animals, international strain nomenclature, genetic modification status (e.g. knock-out or transgenic), genotype, health/immune status, drug or test naïve, previous procedures, etc.	

Housing and husbandry	9	Provide details of:<br>a. Housing (type of facility e.g. specific pathogen free [SPF]; type of cage or housing; bedding material; number of cage companions; tank shape and material etc. for fish).<br>b. Husbandry conditions (e.g. breeding programme, light/dark cycle, temperature, quality of water etc for fish, type of food, access to food and water, environmental enrichment).<br>c. Welfare-related assessments and interventions that were carried out prior to, during, or after the experiment.	
Sample size	10	a. Specify the total number of animals used in each experiment, and the number of animals in each experimental group.<br>b. Explain how the number of animals was arrived at. Provide details of any sample size calculation used.<br>c. Indicate the number of independent replications of each experiment, if relevant.	
Allocating animals to experimental groups	11	a. Give full details of how animals were allocated to experimental groups, including randomisation or matching if done.<br>b. Describe the order in which the animals in the different experimental groups were treated and assessed.	
Experimental outcomes	12	Clearly define the primary and secondary experimental outcomes assessed (e.g. cell death, molecular markers, behavioural changes).	
Statistical methods	13	a. Provide details of the statistical methods used for each analysis.<br>b. Specify the unit of analysis for each dataset (e.g. single animal, group of animals, single neuron).<br>c. Describe any methods used to assess whether the data met the assumptions of the statistical approach.	
**RESULTS**			
Baseline data	14	For each experimental group, report relevant characteristics and health status of animals (e.g. weight, microbiological status, and drug or test naïve) prior to treatment or testing. (This information can often be tabulated).	
Numbers analysed	15	a. Report the number of animals in each group included in each analysis. Report absolute numbers (e.g. 10/20, not 50% ²).<br>b. If any animals or data were not included in the analysis, explain why.	
Outcomes and estimation	16	Report the results for each analysis carried out, with a measure of precision (e.g. standard error or confidence interval).	
Adverse events	17	a. Give details of all important adverse events in each experimental group.<br>b. Describe any modifications to the experimental protocols made to reduce adverse events.	
**DISCUSSION**			
Interpretation/scientific implications	18	a. Interpret the results, taking into account the study objectives and hypotheses, current theory and other relevant studies in the literature.<br>b. Comment on the study limitations including any potential sources of bias, any limitations of the animal model, and the imprecision associated with the results ² .<br>c. Describe any implications of your experimental methods or findings for the replacement, refinement or reduction (the 3Rs) of the use of animals in research.	
Generalisability/translation	19	Comment on whether, and how, the findings of this study are likely to translate to other species or systems, including any relevance to human biology.	
Funding	20	List all funding sources (including grant number) and the role of the funder(s) in the study.	

References:

1. Kilkeny C, Browne WJ, Cuthill IC, Emerson M, Altman DG (2010) Improving Bioscience Research Reporting: The ARRIVE Guidelines for Reporting Animal Research. *PLoS Bio* 8(6): e1000412. doi:10.1371/journal.pbio.1000412
2. Schulz KF, Altman DG, Moher D, the CONSORT Group (2010) CONSORT 2010 Statement: updated guidelines for reporting parallel group randomised trials. *BMJ* 340:c332.

How the deposited data were processed for this re-analysis (not part of the article)

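RNA from the hypothalamus and the hippocampus of WT dams at E16.5 was measured on Affymetrix Mouse Gene 2.0 ST arrays, with 4 arrays for each of WT(0x), WT(1x), and WT(2x) in each tissue and 24 arrays in all. The dams were grouped by the genotype of the offspring they carried, as the sample labels give it, and every array was used. The values are log2 intensities, 1 per probe set and array, that were normalised by the authors before deposit, and the paper's text and the labels name R and limma but not the background correction, normalisation, or summarisation. That the scale is log2 was taken from the range of the values, and no value was transformed again. All 41345 probe sets were tested, with no filter on intensity. Of these, 23521 carried 1 gene symbol in the annotation supplied with the series, 1820 carried several, and 16004 were not listed, so that 22180 genes had a probe set of their own. The number of arrays limits the precision. The arrays of a group were taken as independent, which would not hold if some share a dam or a litter.

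Each tissue was fitted on its own with limma 3.58.1 in R 4.3.3, with 12 arrays, a mean for each of the 3 groups, no covariate, and the empirical Bayes estimate of the spread. The 3 pairwise contrasts were tested two-sided. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets, and those at an unadjusted p under 0.05 were counted beside the number that chance gives. The difference between the tissues was tested as an interaction in a fit of all 24 arrays with 6 group means.

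Gene groups were lists fixed before the data were examined, 36 in all, and they covered the pathways the paper names, hormones and receptors of maternal care, and markers of cell types and neighbouring tissue. A gene was represented by its probe set with the highest mean over the 12 arrays. The lists were tested with limma's camera at its preset correlation between genes of 0.01, with camera at an estimated correlation, and with fry, and the p values were adjusted over the lists within a tissue and contrast. Olfactory receptors among the genes at an unadjusted p under 0.05 were tested with a one-sided Fisher's exact test against all named genes. Clustering used complete linkage and Euclidean distance on values scaled per probe set, divided into 3 clusters. The overlap of the contrasts that share WT(1x) was compared with 50 simulations of unchanged groups that share the same arrays.

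The genes named in the text were chosen by a rule. It took the genes with the smallest p in each direction and contrast, every gene the paper names that had a probe set, up to 4 members of each list with the smallest p, and the markers of neighbouring tissue and other cell types needed beside them. Genes chosen for a small p often show no overlap between the arrays of the groups, so this is not separate support. The choices above and most alternatives were made before the data were examined. The alternatives were leaving out dim probe sets, testing named probe sets only, quantile normalisation, median centring, trended and robust variances, array weights, fitting only the 2 groups compared, fitting both tissues together, the replicate number as a block, a log2 fold change above 0.2 as a further criterion, all probe sets of a gene for the olfactory receptors, correlation distance with average linkage for the clustering, and leaving out each array in turn. The mean of the thalamic markers as a covariate was added after seeing the data. The fits were tested on simulated data, drawn from the mean and residual spread of each probe set with noise independent between probe sets and arrays. Of 100 probe sets moved up or down by a log2 change of 1 in WT(2x), the adjusted threshold called 77 in the hypothalamus and 79 in the hippocampus. Of 100 moved by 0.5 it called 32 and 37. The simulated arrays have no shared structure such as the real ones may have, so recovery on the real arrays was not measured. The replicate numbers were not used as pairs in these fits, the interaction included, since the labels do not say that the same number stands for the same dam or batch, and were tried as a block within each tissue and, for the interaction, across both.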

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

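The tests of clustering against regrouped arrays, both tests of the thalamic markers, and the tests that left out 1 array for the olfactory receptors and for the ribosomal protein genes were chosen after the results were seen, and the other tests before. For the ribosomal protein genes, the spread that the test of 1 array has to exceed was also set after its value was seen.

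Markers of thalamus and habenula and of myelin were lower in WT(2x) hippocampus than in both other groups. Within the groups, the mean of the thalamic markers had an SD of 0.475 over the arrays, above that of all 1000 random lists of the same size and level (100%), for which the median was 0.0412 and the highest value 0.098. Any list of genes that vary together would exceed lists of unrelated genes, so that this does not tell adjoining tissue in the dissections from another source of the spread, and both stay open. A relation to the number of active Phlda2 copies in the offspring stays open, since the WT(1x) mean lay above the nearer group by 0.385 with a standard error of 0.392. With 4 arrays per group, a difference in dissection that happened to follow the groups cannot be told apart from a difference between the dams.

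The higher values of olfactory receptors in WT(2x) hippocampus may rest on 1 array, since without WT(2x) replicate 1 the median log2 fold change was 0.0291 in place of 0.105. A rise of all low signals on that array by as much as the receptors is argued against. There, 865 probe sets of other genes with matched levels lay 0.0617 above their tissue mean in the median, where the receptors lay 0.261 above theirs. On the other 3 WT(2x) arrays the matched probe sets lay at 0.0174. They were matched on level alone and left out vomeronasal receptors. A technical rise of only some kinds of dim probe sets on WT(2x) replicate 1 therefore stays open. The array stood apart over all probe sets as well, with a mean correlation of 0.976 with the other arrays of its tissue (0.982 to 0.986 for the other 11) and a cluster of its own. Without it the median of vomeronasal receptors was 0.0204 in place of 0.0751. No biological explanation was tested.

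Ribosomal protein and respiratory chain genes were higher in WT(0x) hypothalamus than in WT(2x), with a median of −0.173 for ribosomal protein and −0.131 for respiratory chain genes in WT(2x) minus WT(0x). Without WT(0x) replicate 1 they were −0.103 and −0.062, and the SD of the first over the left-out arrays was 0.0323, so that the part of this array stays open. It had the lowest mean correlation with the other arrays of its tissue, 0.969 against 0.983 to 0.987, and the lowest median, 6.00 against 6.14 to 6.18, and over all probe sets it formed a cluster of its own. Differences between the arrays in the distribution of the deposited values are argued against as the whole cause, since the median of ribosomal protein genes was −0.17 after quantile normalisation. The authors' own background correction, normalisation, and summarisation cannot be undone from these values and were not tested. A response to the offspring's genotype was not tested apart from these.

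Other splits of the arrays into groups of the same sizes were compared with the real one. In the hypothalamus, chance could not be excluded for WT(2x) against WT(0x) at an unadjusted p under 0.05 (2256 probe sets, highest other split 4552, and 18 of 35 splits as large), for the odds ratio of olfactory receptors (1.57, highest other 3.13, 17 of 35), for the number of gene lists (9, highest other 17, 19 of 35), for WT(0x) against WT(1x) (2812, highest other 3620, 7 of 35), for WT(2x) against WT(1x) (1357, highest other 2394, 8 of 35), or for the overlap of both (376, highest other 1394, 41 of 100 regroupings). In the hippocampus, no other split gave as many gene lists between WT(2x) and WT(0x) (21, highest other 17, 1 of 35), at camera's preset correlation only. This is the smallest share that 35 splits can give. It is 1 of the 23 comparisons listed in this paragraph, and those of the clustering with correlation distance and average linkage were made besides. The number was 17 without WT(2x) replicate 1 and 0 with an estimated correlation or fry. With these limits, chance is not excluded for the number of lists. Chance could not be excluded in the hippocampus for WT(2x) against WT(0x) (3308, highest other 3335, 3 of 35), for the odds ratio of olfactory receptors (1.21, highest other 3.802, 31 of 35), for WT(0x) against WT(1x) (3380, highest other 6427, 7 of 35), for WT(2x) against WT(1x) (6000, highest other 7231, 2 of 35), or for the overlap (1333, highest other 1947, 5 of 100). Of the adjusted counts, each 0 with all 35 of 35 splits as large, the highest other was 1, 0, and 2 in the hypothalamus and 1, 4, and 530 in the hippocampus, for WT(2x) against WT(0x), WT(0x) against WT(1x), and WT(2x) against WT(1x). Another split of the same hippocampal arrays thus gave 530 calls where the real groups gave 0, and what that split follows was not tested. For the difference between tissues, 41 of 100 exchanges gave as many as the 2493 probe sets (highest other 5488), and chance could not be excluded. For the clustering, chance could not be excluded either, with 98 of 100 regroupings reaching 0.408 (highest other 1) and 53 of 100 reaching 0.034 over all probe sets (highest other 0.408) in the hypothalamus, and 79 reaching 0.737 (highest other 1) and 30 reaching 0.0805 (highest other 0.421) in the hippocampus.

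Single arrays stood apart from the other 3 of their group. Chance does this in about 1 in 20 groups of 4, and of 222 groups of array and list values 11 did, where 11.1 fit chance. In the hypothalamus these were a mean correlation with the other arrays of 0.969 in WT(0x) (others 0.983 to 0.985), microRNAs at −0.348 in WT(0x) (others 0.0161 to 0.0481), and in WT(1x) other G protein-coupled receptors at 0.00451 (others 0.0172 to 0.0188), microglia markers at 0.148 (others −0.101 to −0.0622), and olfactory receptors at 0.131 (others −0.00107 to 0.0067), all relative to the tissue mean. In the hippocampus they were oligodendrocyte precursor markers at −0.247 in WT(0x) (others 0.0599 to 0.0997), hippocampal markers at −0.265 in WT(0x) (others 0.16 to 0.221), striatal markers at 0.333 in WT(1x) (others −0.04 to 0.0112), and in WT(2x) protein processing in the endoplasmic reticulum at −0.138 (others −0.0212 to −1.72e-05), olfactory receptors at 0.306 (others −0.0211 to 0.0153), and vomeronasal receptors at 0.228 (others 0.00992 to 0.0419).

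Of 345 groups of values of named genes, 20 had an array apart, where 17.2 fit chance. In the hypothalamus, these were Usp17lb at 4.11 in WT(1x), Gpx6 at 5.41 in WT(2x), Peg3 at 12.3 in WT(2x), Olfr1008 at 3.69, Grm3 at 9.18, Htr5b at 5.40, Drd1 at 5.32, and Myh11 at 7.57 in WT(1x), and Rpl7 at 7.78 and Arc at 7.51 in WT(2x). In the hippocampus, they were Olfr620 at 3.24, Olfr965 at 2.74, Fzd8 at 7.23, Exph5 at 5.90, Sh3rf2 at 5.90, and Tie1 at 6.42 in WT(0x), Prok2 at 5.28, Gnb4 at 7.16, and Rasd1 at 8.90 in WT(1x), and Tie1 at 6.46 in WT(2x).

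Gene groups that the paper does not report on, or not for that tissue and contrast, passed camera with its preset correlation, and none of them passed with an estimated correlation. Given with them are oxidative phosphorylation and mural and smooth muscle markers in WT(2x) against WT(0x) hippocampus, since Fig 1D names oxidative phosphorylation and vascular smooth muscle contraction. In the hypothalamus between WT(2x) and WT(0x), the median log2 fold change was −0.173 for ribosomal proteins (adjusted p = 1.08e-09), −0.131 for oxidative phosphorylation (1.06e-09), −0.125 for small nucleolar RNAs (6.16e-06), −0.15 for microglia markers (0.000469), 0.174 for endothelial markers (0.000362), 0.171 for mural and smooth muscle markers (0.000469), and 0.0864 for microRNAs (4.59e-07), each with an adjusted p of 0.761 with an estimated correlation, and −0.113 for immediate early genes (0.0239, and 0.847 with an estimated correlation) and 0.114 for myelin markers (0.0346, and 0.989 with an estimated correlation). No member passed when adjusted over the list alone. Without WT(0x) replicate 1, the call was lost for endothelial markers (0.0798, adjusted p = 0.11), mural markers (0.0908, adjusted p = 0.0508), microRNAs (0.0182, adjusted p = 0.654), and immediate early genes (−0.0818, adjusted p = 0.357). Immediate early genes also lost it without WT(0x) replicate 3 (−0.0868, adjusted p = 0.239), WT(2x) replicate 1 (−0.101, adjusted p = 0.492), or WT(2x) replicate 4 (−0.109, adjusted p = 0.071), and mural markers without WT(2x) replicate 2 (0.0872, adjusted p = 0.0544). With array weights, the call was lost for endothelial markers (0.108, adjusted p = 0.0869), mural markers (0.0745, adjusted p = 0.11), and immediate early genes (−0.0784, adjusted p = 0.105), which also lost it after quantile normalisation (−0.155, adjusted p = 0.0505), and with thalamic markers as a covariate it was lost for myelin markers (0.0859, adjusted p = 0.0798). The median was also smaller for microglia markers (−0.0777), ribosomal proteins (−0.103), and oxidative phosphorylation (−0.062) without WT(0x) replicate 1. It was larger for immediate early genes without WT(0x) replicate 2 (−0.187) or 4 (−0.176), and for mural (0.319) and myelin markers (0.242) without WT(2x) replicate 4. Myelin markers lost the call without WT(0x) replicate 2 (0.0917, adjusted p = 0.132), 3 (0.0677, adjusted p = 0.115), or 4 (0.14, adjusted p = 0.0523), or WT(2x) replicate 1 (0.0511, adjusted p = 0.733) or 3 (0.00625, adjusted p = 0.951).

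Between WT(0x) and WT(1x) hypothalamus, the medians were −0.239 for myelin markers, 0.0929 for microglia markers, −0.133 for endothelial markers, −0.204 for mural markers, −0.0637 for olfactory receptors, 0.142 for ribosomal proteins, 0.125 for oxidative phosphorylation, 0.0603 for small nucleolar RNAs, and −0.0599 for microRNAs, with camera adjusted p values of 7.78e-10 to 0.0339 (0.926 or more with an estimated correlation). Single arrays stood apart in the direction of the change for olfactory receptors (0.131 in WT(1x)) and microRNAs (−0.348 in WT(0x)), and against it for microglia markers (0.148 in WT(1x)). Between WT(2x) and WT(1x) hypothalamus, the medians were −0.111 for immediate early genes, −0.146 for myelin markers, and 0.0306 for microRNAs, with camera adjusted p values of 0.00234 to 0.0301 (0.977 with an estimated correlation). No member passed when adjusted over the list alone.

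In the hippocampus between WT(2x) and WT(0x), the median was −0.598 for thalamic and habenular markers, −0.41 for myelin markers, 0.29 for striatal markers, and 0.113 for hypothalamic markers, all with the p values given at the claim, −0.131 for astrocyte markers (adjusted p = 0.00393), −0.118 for oligodendrocyte precursor markers (0.00389), −0.135 for endothelial markers (0.00033, with 3 lower when adjusted over the list alone), 0.248 for cerebral cortex markers (0.000492), −0.122 for glucocorticoid responsive genes (0.000872), −0.137 for oxidative phosphorylation (7.82e-09), −0.125 for mural and smooth muscle markers (0.00631), 0.0751 for vomeronasal receptors (0.00631), and 0.0454 for microRNAs (0.0258), each with an adjusted p of 0.266 with an estimated correlation. It was 0.111 for immediate early genes (0.0137, and 0.483 with an estimated correlation), 0.305 for choroid plexus markers (0.0137, and 0.492), −0.132 for hippocampal markers (0.0248, and 0.483), and −0.198 for small nucleolar RNAs (2.16e-05, and 0.307, with 1 lower when adjusted over the list alone). The calls were lost for immediate early genes without WT(0x) replicate 1 (0.0421, adjusted p = 0.153), WT(2x) replicate 3 (0.0508, adjusted p = 0.169), or WT(2x) replicate 4 (0.075, adjusted p = 0.13), for astrocyte markers without WT(2x) replicate 1 (−0.0839, adjusted p = 0.0802), for mural markers without WT(0x) replicate 2 (−0.09, adjusted p = 0.0959) or WT(2x) replicate 1 (−0.0668, adjusted p = 0.0698), for choroid plexus markers without WT(0x) replicate 1 (0.127, adjusted p = 0.329) or 3 (0.192, adjusted p = 0.208) or WT(2x) replicate 2 (0.245, adjusted p = 0.115), for hippocampal markers without WT(0x) replicate 2 (−0.0686, adjusted p = 0.115), 3 (−0.108, adjusted p = 0.123), or 4 (−0.124, adjusted p = 0.176) or WT(2x) replicate 2 (−0.0939, adjusted p = 0.144), for vomeronasal receptors without WT(0x) replicate 4 (0.0641, adjusted p = 0.0641) or WT(2x) replicate 1 (0.0204, adjusted p = 0.288), and for microRNAs without WT(0x) replicate 1 (0.0364, adjusted p = 0.101) or WT(2x) replicate 2 (0.0255, adjusted p = 0.172), 3 (0.04, adjusted p = 0.0547), or 4 (0.0344, adjusted p = 0.0635). Other settings also ended calls. With array weights, these were choroid plexus markers (0.233, adjusted p = 0.091) and vomeronasal receptors (0.0359, adjusted p = 0.163), after quantile normalisation hippocampal markers (−0.0991, adjusted p = 0.0584) and microRNAs (0.0293, adjusted p = 0.123), and after median centring (−0.157, adjusted p = 0.0567) or with dim probe sets left out (−0.13, adjusted p = 0.576) hippocampal markers. With thalamic markers as a covariate, the call was lost for thalamic (−0.048), myelin (−0.0205), oligodendrocyte precursor (−0.0355), astrocyte (−0.0329), choroid plexus (0.11), and cerebral cortex markers (0.0577), immediate early genes (0.0838), vomeronasal receptors (0.0539), and microRNAs (0.0365), with adjusted p values of 0.0556 to 0.576. Other medians moved by over 1.5 times without 1 array and kept their call. Without WT(0x) replicate 1 they were 0.0594 for cerebral cortex, −0.344 for thalamic, −0.0868 for astrocyte, and −0.237 for hippocampal markers, and without WT(0x) replicate 4 −0.902 for thalamic, −0.649 for myelin, and −0.183 for oligodendrocyte precursor markers and 0.168 for immediate early genes. Without WT(2x) replicate 2 or 4 the median was 0.19 for striatal markers, and without WT(2x) replicate 3 it was −0.206 for hippocampal markers.

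Between WT(0x) and WT(1x) hippocampus, the medians were −0.0926 for maternal care hormones, neuropeptides, and receptors, −0.0693 for protein processing in the endoplasmic reticulum, −0.371 for myelin markers, −0.209 for oligodendrocyte precursor markers, −0.302 for choroid plexus markers, −0.248 for striatal markers, −0.399 for thalamic and habenular markers, 0.113 for hippocampal markers, −0.0994 for hypothalamic markers, 0.054 for vomeronasal receptors, and 0.0435 for microRNAs, with camera adjusted p values of 9.54e-07 to 0.0238 (0.542 or more with an estimated correlation) and no member passing when adjusted over the list alone. Between WT(2x) and WT(1x) hippocampus, they were 0.119 for the placental prolactin family, −0.153 for glucocorticoid responsive genes, −0.122 for protein processing in the endoplasmic reticulum, −0.238 for astrocyte markers, −0.828 for myelin markers, −0.28 for oligodendrocyte precursor markers, −0.164 for endothelial markers, −0.985 for thalamic and habenular markers, 0.288 for cerebral cortex markers, 0.112 for olfactory receptors, 0.135 for vomeronasal receptors, −0.114 for ribosomal proteins, −0.183 for oxidative phosphorylation, −0.192 for small nucleolar RNAs, and 0.0787 for microRNAs, with adjusted p values of 1.91e-13 to 0.0109 (0.228 or more with an estimated correlation), and over all 36 lists of this contrast 13 passed fry, which tests whether a list differs between the groups and does not compare it with other genes. In WT(2x), a single array stood apart in the direction of the change for olfactory receptors (0.306), vomeronasal receptors (0.228), and protein processing in the endoplasmic reticulum (−0.138). When adjusted over the list alone, all 15 myelin markers passed and were lower, as did 6 glucocorticoid responsive genes, 7 astrocyte markers with 1 more higher, and 4 oligodendrocyte precursor markers, while 3 cerebral cortex markers and 3 microRNAs passed and were higher.

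The effect of WT(2x) against WT(0x) differed between the tissues, by the interaction and camera's preset correlation, for 15 lists, and for none with an estimated correlation (adjusted p of 0.315 or more). The median difference, hippocampus minus hypothalamus, was 0.183 for maternal care hormones, neuropeptides, and receptors, 0.179 for immediate early genes, −0.0937 for glucocorticoid responsive genes, −0.146 for astrocyte markers, −0.473 for myelin markers, −0.207 for oligodendrocyte precursor markers, 0.197 for microglia markers, −0.286 for endothelial markers, −0.234 for mural and smooth muscle markers, 0.279 for choroid plexus markers, 0.24 for striatal markers, −0.618 for thalamic and habenular markers, 0.238 for cerebral cortex markers, 0.083 for olfactory receptors, and 0.106 for ribosomal proteins, with camera adjusted p values of 4.27e-09 to 0.0442.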

How the results depend on the processing

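The thalamic marker covariate was chosen after seeing the data, and the other alternatives before. None of the 120 results for single genes in the text passed the adjusted threshold in the main fit. Of 2720 alternatives over them, 2691 kept their direction and stayed short of the threshold, 20 passed it, and 9 reversed. Many of these genes were chosen for a small p on the same arrays, so a kept direction is not separate support. Of 779 alternatives over 39 results for gene lists, a list in each tissue counted on its own, 625 kept their direction and their side of the threshold. Of the others, 121 lost their call, 3 gained one, and 30 reversed. Of 424 over 18 counts, 366 stayed within 1.5 times. With the replicate number as a block, within a tissue or across both for the interaction (0 adjusted and 2916 unadjusted), all counts stayed within that range. Arrays that share a number are not known to share a dam. With group means removed, their correlation across probe sets, which are not independent replicates, was −0.17 to 0.14 between groups in the hypothalamus (−0.157 to 0.228 for other pairs) and −0.131 to 0.283 in the hippocampus (−0.325 to 0.284). Between tissues it was −0.0311 to 0.178 (−0.225 to 0.183), with 3 of 12 pairs over 0.1, and 7 of 12 arrays were closest to their own number, where chance gives 3, a hint from the data. Gene lists were recomputed under the alternatives for WT(2x) against WT(0x) within a tissue, not for the other contrasts or the interaction. Clustering on probe sets at an adjusted p under 0.05 gave no value, since none passed. The signal over background was not used here, so what it limits was not measured. With fewer probe sets tested, fewer can pass the unadjusted threshold. An adjusted count can rise, as it did for WT(0x) against WT(1x) hippocampus with named probe sets only. Median centring moves every probe set of an array by the same amount, so sign changes of medians and single genes under it come from the array medians. For the other differences the cause was not tested.

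With dim probe sets left out, the counts at an unadjusted p under 0.05 for WT(2x) against WT(0x), WT(0x) against WT(1x), and WT(2x) against WT(1x) were 1303, 1681, and 358 in the hypothalamus, with an overlap of 101, and the first 2 were 1864 and 1436 in the hippocampus, with an overlap of 766. The interaction gave 1371, the hypothalamic odds ratio of olfactory receptors was 1.91 (p = 0.177, one-sided Fisher's exact test), their median 0.103 with a camera adjusted p of 8.59e-05, and the median of other G protein-coupled receptors 0.0151 in the hypothalamus and −0.00227 in the hippocampus. Only 40 of the 1105 olfactory receptors remained under this setting in the hypothalamus, so their values there cover a small part of the list. With named probe sets only, the counts were 1339, 1828, and 722 in the hypothalamus, with an overlap of 230, and 2166, 1699, and 3997 in the hippocampus, with an overlap of 681, the interaction gave 1590, and 2 passed the adjusted threshold between WT(0x) and WT(1x) hippocampus.

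After quantile normalisation, Phlda2 in the hypothalamus was −0.0223, the median of olfactory receptors there −0.031, and that of circadian entrainment in the hippocampus 0.0279, and 1 probe set passed the adjusted threshold between WT(0x) and WT(1x) hippocampus. After median centring, Phlda2 in the hypothalamus was −0.00916, and the hypothalamic medians were −0.0316 for gonadotropin-releasing hormone signalling, −0.0215 for circadian entrainment, and −0.021 for olfactory receptors, and the hippocampal odds ratio was 0.988. It was 0.911 with trended and robust variances. With array weights, 1 probe set passed the adjusted threshold between WT(2x) and WT(1x) hypothalamus and 2608 the unadjusted one, and the hypothalamic medians were 0.018 for other G protein-coupled receptors and 0.0193 for neurogenesis. In the hippocampus, 4 and 5957 passed for WT(0x) against WT(1x) and 583 the adjusted one for WT(2x) against WT(1x), the overlap was 3125, and the median of circadian entrainment 0.00366.

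With only the 2 groups in the fit, 2 and 2356 probe sets passed the adjusted and unadjusted thresholds between WT(2x) and WT(1x) hypothalamus and 115 the adjusted one in the hippocampus. With both tissues in one fit, 1 passed the adjusted threshold for WT(2x) against WT(0x) in each tissue, 1 for WT(0x) against WT(1x) hypothalamus, and 286 for WT(2x) against WT(1x) hippocampus, and the odds ratios were 1.14 in the hypothalamus and 1.15 in the hippocampus. At the adjusted threshold both overlaps were 0. With an estimated correlation or fry, 0 lists passed between WT(2x) and WT(0x) in either tissue, and the hippocampal olfactory receptors, at a median of 0.105, had adjusted p values of 0.266 and 0.256. With correlation distance and average linkage, the index over all hypothalamic probe sets was −0.0557.

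With the thalamic covariate, the hypothalamic counts were 4198 for WT(2x) against WT(0x) and 5413 for WT(0x) against WT(1x), 1 passed the adjusted threshold for WT(2x) against WT(1x), the overlap was 599, the odds ratio 1.04, and the medians −0.00851 for gonadotropin-releasing hormone signalling and 0.023 for olfactory receptors. The hippocampal counts were 1858 for WT(2x) against WT(0x) and 2049 for WT(2x) against WT(1x), the overlap 755, Peg3 0.112, and Dio3 −0.107. Since the covariate separates the WT(2x) from the WT(1x) hippocampal arrays, the lower count for that contrast does not tell its source.

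Without 1 array at a time, the adjusted counts in the hypothalamus ran from 0 to 1 for each contrast, with 1 for WT(2x) against WT(0x) without WT(0x) replicate 4, for WT(0x) against WT(1x) without WT(2x) replicate 2, and for WT(2x) against WT(1x) without WT(0x) replicate 1 or 4. In the hippocampus they were 0 to 0 for WT(2x) against WT(0x) and WT(0x) against WT(1x), and 0 to 262 for WT(2x) against WT(1x), with 262 without WT(0x) replicate 1 and 1 without WT(2x) replicate 1. The unadjusted counts for the 3 contrasts in that order ran from 1570 to 3653 (the latter without WT(0x) replicate 2), 1921 to 3795, and 1030 to 1970 in the hypothalamus, with an overlap of 302 to 559, and from 2400 to 3528, 2248 (without WT(1x) replicate 3) to 4788, and 4673 to 6951 in the hippocampus, with an overlap of 871 (without WT(1x) replicate 3) to 2455 (without WT(0x) replicate 1), and of 2349 without WT(1x) replicate 2. The odds ratio ran from 1.08 (without WT(0x) replicate 3) to 2.17 in the hypothalamus and from 0.894 (without WT(0x) replicate 4) to 1.98 in the hippocampus, and the lists passing from 7 to 11 and from 17 to 23. The interaction ran from 0 to 1 adjusted, with 1 without hippocampus WT(2x) replicate 2 or 3, and from 1904 to 3734 unadjusted.

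The hypothalamic medians without 1 array ran from −0.022 to 0.0395 for other G protein-coupled receptors, −0.0209 to 0.021 for gonadotropin-releasing hormone signalling, −0.00602 to 0.0228 for circadian entrainment, −0.0543 to 0.0272 for neurogenesis, and −0.000451 to 0.0319 for olfactory receptors, and the hippocampal ones, in the same order, from 0.00741 to 0.043, −0.036 to −0.00894, −0.0215 to 0.0228, −0.0243 to 0.00468, and 0.0291 (without WT(2x) replicate 1) to 0.131. The arrays that turn these medians are named at the claims. Phlda2 and Dio3 in the hypothalamus ran from −0.0642 (without WT(0x) replicate 2) to 0.106 and −0.149 to 0.0739 (without WT(0x) replicate 1), and Peg3 in the hippocampus from −0.113 to 0.0678 (without WT(0x) replicate 1).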

Differences from the paper's values

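The paper states that 1333 probes were altered between WT(0x) and WT(2x) hippocampus (the paper's value), and 3308 were found here at an unadjusted p under 0.05. Of 22 alternatives set before the data were examined, the count fell within 1.5 times of the paper's value only with dim probe sets left out, at 1864, and the others gave up to 3528. The paper's share for this contrast is 3.6%, and 8.00% was found here, with 5.8% to 8.53% under 20 alternatives, none of them within 1.5 times. For the hypothalamus the paper's share is 0.79%, and 5.46% was found here, with 3.69% to 8.84% under 20 alternatives, none of them within 1.5 times. Both shares of the paper have another numerator and denominator than these. By the diagrams of Fig 1B, the count behind each is the number of probes that differed from WT(1x) in both WT(0x) and WT(2x), and the total printed there is the number of probes outside every region of the diagram under the hippocampus. The like share of all probe sets here was 3.22% in the hippocampus and 0.909% in the hypothalamus, each within 1.5 times of the paper's share. The paper gives p < 0.05 for its heat maps and names false discovery rate or Bonferroni corrections for its pathway p values, but its text names no adjustment for the test of single probes, and 0 probe sets passed an adjusted p under 0.05 here in either tissue for this contrast.

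A different count of the hippocampal fit does equal the paper's. The probe sets that differed from WT(1x) in both WT(0x) and WT(2x) hippocampus numbered 1333, the number that the paper gives for WT(0x) against WT(2x). The same overlap in the hypothalamus held 376 probe sets. All 7 regions of the hippocampal comparison here, 1309, 1370, 3297, 54, 575, 1279, and 1472 probe sets, match the numbers printed in the diagram of Fig 1B that stands under the hypothalamus. The other diagram of Fig 1B, which stands under the hippocampus, sums to about 1900 probes for WT(2x) against WT(0x), about 1900 for WT(0x) against WT(1x), and about 1200 for WT(2x) against WT(1x) in Fig 1B, read by eye, where the hypothalamus here gave 2256, 2812, and 1357.

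The bars of Fig 1C and 1D show genes as up- or down-regulated in WT(2x) versus WT(0x). The sign was opposite here for all 23 genes drawn for the hypothalamus and for all 49 of the 54 drawn for the hippocampus that had a probe set of their own, taking the mean of WT(2x) minus that of WT(0x). With the difference taken as WT(0x) minus WT(2x), all of these have the sign of the bars. The volcano plots of the same figure name an adjusted p on their axis and show many genes beyond the line, where none passed here.

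The paper states that its dendrogram grouped the profiles by dosage. Here the hypothalamic arrays clustered with an adjusted Rand index of 0.408 against the 3 groups. Once the probe sets were selected again, 98 of 100 random regroupings reached it. With correlation distance and average linkage the index was 1, which all 100 of 100 reached. In the hippocampus the index with Euclidean distance and complete linkage was 0.737, which 79 of 100 reached. WT(0x) replicate 1 stood beside WT(1x) there, which is the order drawn in Fig 1B. The paper states that disturbances of gonadotropin-releasing hormone signalling, cell differentiation, and circadian entrainment were specific to the hippocampus. For cell differentiation, a list of 29 genes of adult neurogenesis and proliferation was taken here, which is not the paper's set. The camera test of the difference between tissues gave the 3 lists adjusted p values of 0.28, 0.626, and 0.896, with medians of −0.0368, −0.000461, and 0.0295 on the log2 scale (0.315, 0.832, and 0.911 with an estimated correlation). The paper's pathway analysis combined over-representation of altered genes with perturbation along each pathway. Camera looks for a shift in a common direction, so changes in both directions within a list could be missed here.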

Other observations

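In the hypothalamus, genes of the vessel wall were higher in WT(2x) than in WT(0x), with 13 of 15 endothelial and 13 of 15 mural and smooth muscle markers higher. Esam, an endothelial adhesion molecule, was higher by 0.31 on the log2 scale (standard error 0.11), with all 4 WT(2x) arrays above all WT(0x) arrays, and Flt1, a receptor of vascular endothelial growth factor, by 0.32 (standard error 0.12), with 3 above. Acta2, smooth muscle actin, was higher by 1.17 (standard error 0.51) and Myh11, smooth muscle myosin, by 0.63 (standard error 0.29). All 16 microglia markers were lower, Tyrobp at −0.24 (standard error 0.12) and Ctss, a lysosomal protease, at −0.23 (standard error 0.11) among them. Genes of protein synthesis and respiration were lower, 57 of 66 ribosomal protein genes and 81 of 90 of oxidative phosphorylation, with Rps25 at −0.30 (standard error 0.09), Rpl7 at −0.44 (standard error 0.15), and Sdhb, a subunit of succinate dehydrogenase, at −0.33 (standard error 0.11). Small nucleolar RNAs, which guide the modification of ribosomal RNA, were lower in 64 of 73, with Snora15 at −0.57 (standard error 0.15) and Snora69 at −0.61 (standard error 0.16), both with all 4 WT(2x) arrays below all WT(0x) arrays. Of the immediate early genes, 21 of 27 were lower, with Dusp6 at −0.29 (standard error 0.09) and Arc at −0.24 (standard error 0.13), and of the myelin markers 12 of 15 were higher, with Mbp by 0.16 (standard error 0.09). The adjusted p value of each of these genes was 0.862 in limma. These groups passed camera at its preset correlation, and none did with an estimated correlation (adjusted p = 0.761, and 0.847 for immediate early genes and 0.989 for myelin markers). Without WT(0x) replicate 1, the median log2 fold change went from 0.174 to 0.0798 for endothelial markers (adjusted p = 0.11), from 0.171 to 0.0908 for mural markers (0.0508), from −0.15 to −0.0777 for microglia markers, from −0.173 to −0.103 for ribosomal proteins, from −0.131 to −0.062 for oxidative phosphorylation, and from −0.113 to −0.0818 for immediate early genes (0.357), and Tyrobp was at −0.14. Arc was at −0.141 without WT(0x) replicate 3. Immediate early genes also lost their call without WT(0x) replicate 3 (−0.0868, adjusted p = 0.239) or WT(2x) replicate 1 (−0.101, 0.492) or 4 (−0.109, 0.071), mural markers without WT(2x) replicate 2 (0.0872, 0.0544), and myelin markers, with a median of 0.114, without WT(0x) replicate 2 (0.0917, 0.132), 3 (0.0677, 0.115), or 4 (0.14, 0.0523) or WT(2x) replicate 1 (0.0511, 0.733) or 3 (0.00625, 0.951). With array weights, the call was lost for endothelial markers (0.108, adjusted p = 0.0869), mural markers (0.0745, 0.11), and immediate early genes (−0.0784, 0.105), after quantile normalisation for immediate early genes (−0.155, 0.0505), and with thalamic markers as a covariate for myelin markers (0.0859, 0.0798). The median was −0.187 and −0.176 for immediate early genes without WT(0x) replicate 2 and 4, and 0.319 for mural and 0.242 for myelin markers without WT(2x) replicate 4.

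In the hippocampus, 19 of 27 immediate early genes were higher in WT(2x) than in WT(0x), Egr2 by 0.51 (standard error 0.13) and Homer1, a scaffold of the synapse, by 0.36 (standard error 0.16), and 14 of 15 endothelial markers were lower, with Tek at −0.34 (standard error 0.09), Tie1 at −0.31 (standard error 0.10), and Vwf, von Willebrand factor, at −0.36 (standard error 0.12), the first of them with all 4 WT(2x) arrays below all WT(0x) arrays. Genes that respond to glucocorticoids were lower in 19 of 24, with Sgk1 at −0.30 (standard error 0.10) and Ddit4 at −0.33 (standard error 0.11), both below in all 4 WT(2x) arrays, and Arrdc3 at −0.36 (standard error 0.10). Of 22 markers of the cerebral cortex, 17 were higher, with Mef2c by 0.53 (standard error 0.17) and Rprm by 0.37 (standard error 0.14). Genes of oxidative phosphorylation were lower in 81 of 90 here too, with Ndufb11 at −0.49 (standard error 0.13) and Ndufab1 at −0.23 (standard error 0.08), and so were 57 of 73 small nucleolar RNAs, with Snord61 at −0.61 (standard error 0.13). The adjusted p values of these genes were 0.59 to 0.623 in limma. These groups passed camera at its preset correlation, oxidative phosphorylation with a median of −0.137 and an adjusted p of 7.82e-09 among them, and none did with an estimated correlation (adjusted p = 0.266, and 0.483 for immediate early genes and 0.307 for small nucleolar RNAs). The interaction with tissue had a median of 0.179 for immediate early genes (camera adjusted p = 0.00079, and 0.441 with an estimated correlation) and −0.286 for endothelial markers (5.65e-07, and 0.315). The median was 0.0421 in place of 0.111 for immediate early genes (adjusted p = 0.153) and 0.0594 in place of 0.248 for cortex markers without WT(0x) replicate 1, and Homer1 was higher by 0.207, Mef2c by 0.335, and Rprm by 0.243. Immediate early genes also lost their call without WT(2x) replicate 3 (0.0508, adjusted p = 0.169) or replicate 4 (0.075, adjusted p = 0.13), and had a median of 0.168 without WT(0x) replicate 4. With thalamic markers as a covariate, the call was lost for immediate early genes (0.0838, adjusted p = 0.0556) and cortex markers (0.0577, adjusted p = 0.171).

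Genes of the placental prolactin family, which encode hormones of the placenta, were higher in WT(2x) hippocampus in 16 of 21, with a median log2 fold change of 0.098 (camera adjusted p = 0.0137, and 0.266 with an estimated correlation), and in 13 of 21 in the hypothalamus, with a median of 0.0457 (adjusted p = 0.273, and 0.761 with an estimated correlation). The paper calls such genes placenta-specific. Whether their probe sets stood above background in the dams' brain was not measured, so these values do not show that the genes were expressed there. No member passed when adjusted over the list alone. The hippocampal median was 0.176 without WT(0x) replicate 3, and the call was lost without WT(0x) replicate 1 (0.0259, adjusted p = 0.0609) or replicate 4 (0.0841, adjusted p = 0.0983) and without WT(2x) replicate 1 (0.0734, adjusted p = 0.173), after quantile normalisation (0.0568, adjusted p = 0.0673), with array weights (0.0588, adjusted p = 0.145), and with thalamic markers as a covariate (0.0716, adjusted p = 0.0556). Genes of prolactin signalling had a median of −0.0157 in the hippocampus, where camera pointed upward (adjusted p = 0.998, and 0.998 with an estimated correlation), and −0.0224 in the hypothalamus (adjusted p = 0.979, and 0.989 with an estimated correlation).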
